# Phytochrome and retrograde signalling pathways converge to antagonistically regulate a light-induced transcriptional network

**DOI:** 10.1038/ncomms11431

**Published:** 2016-05-06

**Authors:** Guiomar Martín, Pablo Leivar, Dolores Ludevid, James M. Tepperman, Peter H. Quail, Elena Monte

## Abstract

Plastid-to-nucleus retrograde signals emitted by dysfunctional chloroplasts impact photomorphogenic development, but the molecular link between retrograde- and photosensory-receptor signalling has remained unclear. Here, we show that the phytochrome and retrograde signalling (RS) pathways converge antagonistically to regulate the expression of the nuclear-encoded transcription factor GLK1, a key regulator of a light-induced transcriptional network central to photomorphogenesis. *GLK1* gene transcription is directly repressed by PHYTOCHROME-INTERACTING FACTOR (PIF)-class bHLH transcription factors in darkness, but light-activated phytochrome reverses this activity, thereby inducing expression. Conversely, we show that retrograde signals repress this induction by a mechanism independent of PIF mediation. Collectively, our data indicate that light at moderate levels acts through the plant's nuclear-localized sensory-photoreceptor system to induce appropriate photomorphogenic development, but at excessive levels, sensed through the separate plastid-localized RS system, acts to suppress such development, thus providing a mechanism for protection against photo-oxidative damage by minimizing the tissue exposure to deleterious radiation.

## Abstract (web summary)

Retrograde signals from dysfunctional chloroplasts influence plant response to light. Here the authors show that the GUN1 retrograde signalling pathway acts antagonistically to the phytochrome-mediated red light perception pathway to control the expression of GLK1, a key transcriptional regulator of photomorphogenesis.

Interorganellar communication coordinates gene expression of nuclear and organelle genomes and is essential to ensure cell fitness. In some eukaryotes, bidirectional communication between mitochondria and nucleus regulates the processes such as life span (yeast), cell cycle (*Drosophila*) or tumour progression (animal cells)^1^. In plants, where the majority of chloroplast components are encoded in the nucleus, anterograde regulation from nucleus to chloroplast and retrograde signalling (RS) from chloroplast to nucleus, are critical to adjust chloroplast biogenesis and photosystem assembly to the prevailing environment and chloroplast status^2^,^3^,^4^. Despite the important implications of RS on cellular function in all organisms, insight into the underlying mechanisms remains sparse.

Deetiolation is the critical switch from skotomorphogenic to photomorphogenic development, triggered in the seedlings emerging from subterranean darkness into sunlight, and is characterized by an extensive transcriptional reprogramming that drives the morphological changes necessary to establish a normal green photosynthetically active seedling^5^. In the dark, skotomorphogenic seedlings use fast-growing hypocotyls to rapidly reach the soil surface, together with a protective apical hook and appressed cotyledons with undeveloped chloroplasts. In contrast, light inhibits hypocotyl elongation and stimulates cotyledon separation and expansion, congruent with the development of functional chloroplasts, thus enabling light capture for photosynthesis. A subgroup of basic helix-loop-helix transcriptional regulators, termed phytochrome-interacting factors(PIFs), accumulate in the dark and promote skotomorphogenesis through regulation of about 10% of the genes in the genome^6^. Light exposure activates the phytochrome family of red and far-red light-responsive photoreceptors that directly interact with the PIFs and trigger their proteolytic degradation, thereby redirecting gene expression to drive deetiolation^7^,^8^,^9^. Indicative of the central role of the PIFs in this process, a dark-grown quadruple *pifq* mutant, deficient in four PIFs (PIF1, PIF3, PIF4 and PIF5), largely phenocopies wild-type (WT) seedlings grown in the light at both the morphological and transcriptional levels. These mutant seedlings display a constitutively photomorphogenic (*cop*-like) phenotype, which includes partially developed chloroplasts^10^,^11^.

On the basis of the phenotypes of plants with induced plastid dysfunctionality, plastid signals have been reported to impact normal light-regulated development^12^,^13^,^14^,^15^. Although the evidence indicates that RS can repress some aspects of early seedling photomorphogenic development, in addition to affecting chloroplast biogenesis^12^,^13^,^14^,^15^, mechanistic insight into the connection between the photomorphogenic and RS pathways has been lacking. While many of the components of the phytochrome pathway (PIFs) and the RS pathway (GUN1, GLK1) examined in the present work have been reported in a number of publications^9^,^10^,^12^,^16^,^17^,^18^, here we present data that connect the two in a comprehensive fashion, identifying the molecular framework that integrates the two pathways at a central node at the apex of a transcriptional network that regulates early seedling photomorphogenic development. We show that the phytochrome and the GUN1 RS pathways act antagonistically to control the expression of *GLK1*, a key transcriptional regulator of photomorphogenesis directly repressed by the PIFs in the dark. Whereas light at moderate levels acts through the phytochrome/PIF sensory-photoreceptor system to induce *GLK1* expression and photomorphogenic development, light at excessive levels is sensed by the plastid and represses *GLK1* induction and photomorphogenesis through a GUN1-mediated RS mechanism independent of PIF mediation. Our data indicate that RS provides a mechanism for protection against photo-oxidative damage by minimizing the tissue exposure to deleterious radiation.

## Results

### Retrograde signals suppress PIF-mediated photomorphogenesis

As an experimental system, we treated light-grown seedlings with lincomycin, a drug known to activate RS by inhibiting chloroplast biogenesis^19^. Strikingly, we found that WT seedlings grown on lincomycin in white light resembled dark-grown seedlings, with long hypocotyls and appressed unexpanded cotyledons that did not accumulate chlorophyll (Fig. 1a,b). This effect was also observed under red light (Supplementary Fig. 1) and after treatment with norflurazon, a herbicide that inhibits carotenoid biosynthesis and causes photo-oxidative damage of chloroplasts in white light^20^,^21^ (Supplementary Fig. 2). The effect of lincomycin on the early development of WT seedlings observed here was considerably stronger than in some previous studies^12^,^22^. This discrepancy may have resulted from these studies having used seedlings grown on 2% sucrose (which we did not administer in our experiments), or from differences in the light conditions. It is well-documented that exogenous sucrose significantly alters normal light-regulated gene-expression and metabolic-pathway patterns, together with associated deviations in growth and developmental responses^23^,^24^,^25^,^26^. On the other hand, our findings are similar to, and extend, other studies showing that defects in chloroplast biogenesis produced by mutations in the SIGMA 2 and 6 components of the chloroplast RNA polymerase (which induce RS similarly to lincomycin)^27^ prevented normal seedling photomorphogenesis under continuous light (Supplementary Fig. 3)^28^. When we examined the kinetics of the deetiolation process, we found that the rapid cotyledon separation response, normally exhibited by dark-grown WT seedlings upon light exposure, was nearly completely blocked in the presence of lincomycin, consistent with the end point analysis (Fig. 1c). We also observed an inhibitory effect on the rapid hook-opening response, indicating that lincomycin has an early effect on hook development. However, this recovered over time and is not detectable in the end point analysis. These observations suggest that RS activity either pre-exists or can be deployed very rapidly in defective plastids, to prevent the normal light-induced response in the seedling apex, very early during deetiolation. In addition, our results indicate that the effects of RS induced by defects in plastid function, are not confined to chloroplast biogenesis, but rather pleiotropically repress seedling photomorphogenesis in the light^15^. This conclusion raises the possibility that the informational-light-induced, PIF-mediated transcriptomic changes that normally implement the photomorphogenic programme, in response to activation of the sensory-photoreceptor pathways, might be affected under these conditions. A previous study showing significant overlap between the transcriptomic changes induced by lincomycin and by a shift from low-to-high fluence-rate white- or blue-light^14^ supports this possibility.

To examine this potential PIF involvement genetically, we analysed *pifq* mutants in the presence of lincomycin. We reasoned that if the PIF-regulated network is also targeted by RS to inhibit photomorphogenesis in the light, we should detect an effect on the photomorphogenic phenotype induced by the absence of the PIF-quartet in the *pifq* mutant in the dark. Strikingly, we found that lincomycin does indeed strongly suppress the *cop*-like phenotype of *pifq* in the dark (Fig. 1d,e; Supplementary Fig. 4). The drug completely suppressed cotyledon separation in *pifq* seedlings, sustained hook curvature, and restored cotyledon appression to levels similar to those exhibited by etiolated WT seedlings in darkness. Lincomycin also induced a modest (1 mm) but statistically significant (Student's *t*-test) increase in hypocotyl elongation in *pifq* seedlings compared with the untreated control (see Fig. 1d,e; Supplementary Fig. 4). Partial suppression of the constitutive photomorphogenic phenotype was also observed in dark-grown *cop1* seedlings in the presence of lincomycin (Supplementary Fig. 5), in agreement with the notion that the constitutively photomorphogenic phenotype of *cop1* in the dark might be caused, in part, by the lower accumulation of PIFs seen in *cop1* (ref. 29), and consistent with previous results in pea^19^. In contrast to lincomycin, norflurazon treatment did not induce RS and did not affect the phenotype of *pifq* in the dark (Supplementary Fig. 6), in agreement with the fact that light is needed to induce RS in carotenoid-deficient seedlings^20^,^21^. In dark-grown WT seedlings, lincomycin did not alter the etiolated phenotype, having only a minor effect on hook curvature (Fig. 1d,e; Supplementary Fig. 4). At the subcellular level, treatment with lincomycin interfered with plastid development in both WT and *pifq* dark-grown seedlings, preventing the partial differentiation of etioplasts into chloroplasts observed in non-treated *pifq* seedlings in the dark (Fig. 1f).

### RS antagonize the light induction of PIF-repressed genes

Because defects in chloroplast biogenesis activate RS, and activation of RS is well-known to regulate nuclear gene expression^14^,^23^, we analysed whether RS might indeed be able to target the PIF-regulated transcriptome during early seedling development. For this purpose, we initially used published data^11^,^23^,^27^. Interestingly, of 871 previously defined red light-induced genes^11^, 457 (52%) are inhibited in their normal light responsiveness by RS (in agreement with Ruckle *et al*.^14^), and of those, 343 (75%) correspond to genes shown previously^11^ to be repressed by the PIFs in the dark (Fig. 2a; Supplementary Data 1). We labelled these 343 genes as ‘Gene-Set PIF-RS' (for PIF- and RS-repressed). Moreover, the expression levels of this gene-set in WT seedlings grown in the presence of light and lincomycin resembled those in untreated WT in the dark, indicating that RS is, directly or indirectly, blocking their light responsiveness (Fig. 2b; Supplementary Fig. 7). Importantly, our analysis shows further that this congruent regulation of gene expression by RS and PIFs is strongly selective for light-induced/PIF-repressed genes, because only 19 of the 313 previously identified light-repressed/PIF-induced genes^11^ were re-induced by lincomycin in light-grown WT seedlings, and their expression level was not restored to WT-dark levels (Supplementary Fig. 8). These results suggest that RS inhibits deetiolation, at least partly, by antagonizing the light-induced expression of a large set of PIF-repressed genes, without altering the normal light-triggered repression of the PIF-induced gene set.

Newly performed RNA-seq-based transcriptomic analysis here of dark-grown, non-drug-treated, WT and *pifq* seedlings, identified 521 PIF-repressed and 1,826 PIF-induced genes whose expression changed statistically significantly and by at least twofold (SSTF) in 3-day-old *pifq* seedlings compared with WT in the absence of light (see Supplementary Note 1 for a detailed description of the analysis). 

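RNA from 3-day-old WT and *pifq* seedlings, grown in the dark on medium without or with lincomycin, was sequenced in 3 biological replicates per group, which gave 12 libraries. The 4 groups are called WT dark, WT dark linc, *pifq* dark and *pifq* dark linc. The libraries were made from polyA-tailed 3′-end fragments, and the authors aligned the reads to the TAIR10 representative transcriptome with Bowtie, using only the 3′-end 500-bp region of the coding strand. The deposited values are the number of reads that the authors counted on each of 33601 AGI loci in each library, without normalization. Total counts per library were between 11495950 and 17612505, with a median of 17423421 in WT dark, 13072663 in WT dark linc, 15448583 in *pifq* dark and 13226833 in *pifq* dark linc. The smallest level taken as detected, 3 counts, was on average 0.194 CPM (counts scaled by the library total) in WT dark, 0.218 in WT dark linc, 0.207 in *pifq* dark and 0.235 in *pifq* dark linc. These floors cover counting error only, since PCR reads without molecular identifiers are not independent molecules. Counts were normalized with edgeR's TMM method and compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment, over genes with at least 5 CPM in at least 2 of the 6 libraries compared. With the paper's thresholds, SSTF genes changed at least 2-fold at an adjusted p of at most 0.01, and SS genes had an adjusted p of at most 0.05.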

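The transcripts of the mutated PIF genes were read in every library as a check of its label. *PIF1* (AT2G20180) had 15.7 ± 1.12 normalized CPM (SD, n = 3 libraries) in WT dark and 0.546 ± 0.0916 in *pifq* dark, a log2 fold change of −4.82 (standard error 0.22, adjusted p = 3.35e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *PIF3* (AT1G09530) had 105.3 ± 7.89 and 1.61 ± 0.374 normalized CPM in the same groups, a log2 fold change of −6.04 (standard error 0.18, adjusted p = 3.44e-09). *PIF5* (AT3G59060) had 5.28 ± 0.480 and 0.391 ± 0.151, a log2 fold change of −3.75 (standard error 0.31, adjusted p = 2.93e-06). Reads on the 3′ end of *PIF4* (AT2G43010) were not lower in *pifq* dark, with 12.8 ± 3.39 normalized CPM against 8.29 ± 0.670 in WT dark, a log2 fold change of 0.62 (standard error 0.19, adjusted p = 0.0218 from the same test).

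**Figure D1:**
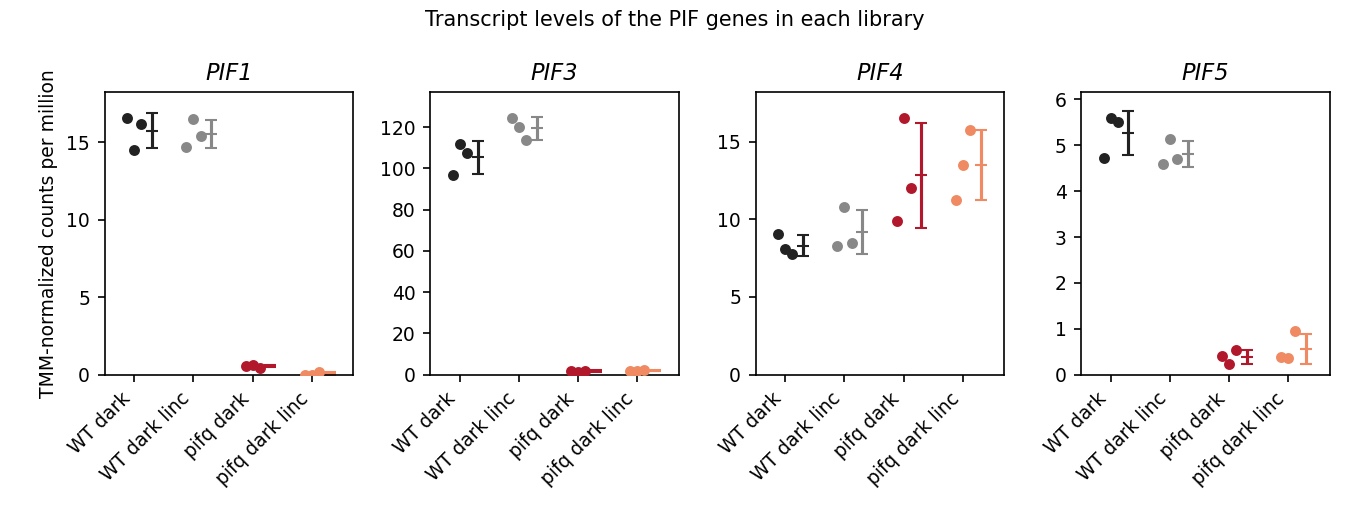
TMM-normalized CPM of *PIF1*, *PIF3*, *PIF4* and *PIF5* in the 12 libraries, by group. Dots are libraries, and bars are the mean and SD of 3 libraries. The *pifq* libraries lie below the WT libraries for *PIF1*, *PIF3* and *PIF5*, and not for *PIF4*.

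Of the 13456 genes tested between *pifq* dark and WT dark, 888 were PIF-repressed SSTF genes, higher in *pifq*, and 838 were PIF-induced SSTF genes, lower in *pifq*, so that 51.4% of the SSTF genes were higher in *pifq*. Library totals in place of TMM normalization moved the median log2 fold change of all genes tested to −0.37, and the same test then called 525 PIF-repressed and 1744 PIF-induced SSTF genes, with 23.1% higher in *pifq*. Deviations from the group means had a mean r of 0.235 between same-numbered libraries of the 2 groups (from −0.223 to 0.477 over 3 pairs). With the replicate number as a block the test called 892 and 855 genes. The levels of the 3 *pifq* libraries did not overlap those of the 3 WT libraries for 51.7% of the genes tested, where chance gives 10% on average. The 888 PIF-repressed SSTF genes took 7.12% ± 0.72 of the counts in WT dark (SD, n = 3) and 33.1% ± 1.35 in *pifq* dark.

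**Figure D2:**
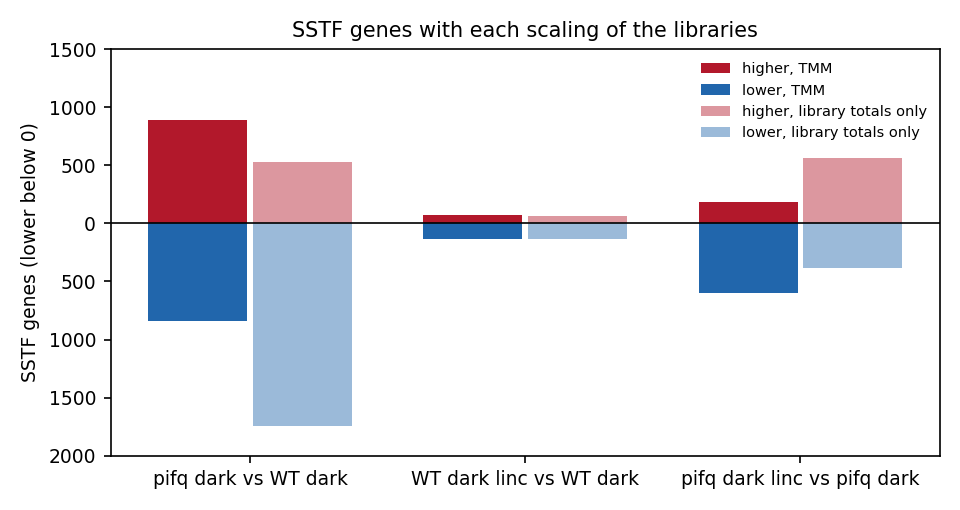
Number of SSTF genes higher (above 0) and lower (below 0) in 3 comparisons of 3 libraries with 3, with TMM normalization (dark bars) and with library totals only (light bars). Between *pifq* dark and WT dark, 51.4% were higher with TMM and 23.1% with library totals, and between *pifq* dark linc and *pifq* dark, 23.5% and 59.4%.

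*LHCB1.4* (AT2G34430), whose 3′ end shares at least 90% identity with 3 other genes between which the counting could have split reads, rose from 23.4 ± 3.03 normalized CPM in WT dark to 11150 ± 1351 in *pifq* dark (SD, n = 3), a log2 fold change of 8.89 (standard error 0.23, adjusted p = 3.44e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AT1G66100 had no count in WT dark and was at least 39-fold higher in *pifq* dark, and *BBX16* (AT1G73870), with at most 2 counts per WT dark library, was at least 79.6-fold higher. In the other direction, *bbx23* (AT4G10240) had no count in *pifq* dark and was at least 74-fold lower than in WT dark. *ELIP1* (AT3G22840) and *RD20* (AT2G33380), each with at most 1 count per *pifq* dark library, were at least 53.1-fold and 54.6-fold lower.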

Lincomycin strongly, but selectively, reversed this *pifq* molecular phenotype, extensively and preferentially restoring the status of the PIF-repressed network in the *pifq* mutant to WT levels (Fig. 2c; Supplementary Note 1), by statistically significantly repressing the expression of 68% (354) of the PIF-repressed SSTF genes (Supplementary Figs 9 and 10; Supplementary Note 1; Supplementary Data 2). This 354-gene set corresponds predominantly to PIF-repressed/light-induced genes that have been shown in previous reports to be downregulated by RS in the light in WT seedlings^27^, and largely overlaps with the ‘Gene-Set PIF-RS' defined above (Supplementary Note 1; Supplementary Fig. 11). 

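Among the 888 PIF-repressed SSTF genes, 657 (74.0%) were SS-repressed in *pifq* dark linc compared with *pifq* dark. Their median log2 fold change under lincomycin was −0.96, with an interquartile range from −1.68 to −0.43, and 797 of the 888 genes were lower. When both the SSTF genes and the response were called with library totals only, 358 of 525 genes (68.2%) were SS-repressed. Between *pifq* dark linc and *pifq* dark, same-numbered libraries deviated together (mean r = 0.425 over 3 pairs), and with the replicate number as a block 721 PIF-repressed SSTF genes were SS-repressed.

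**Figure D3:**
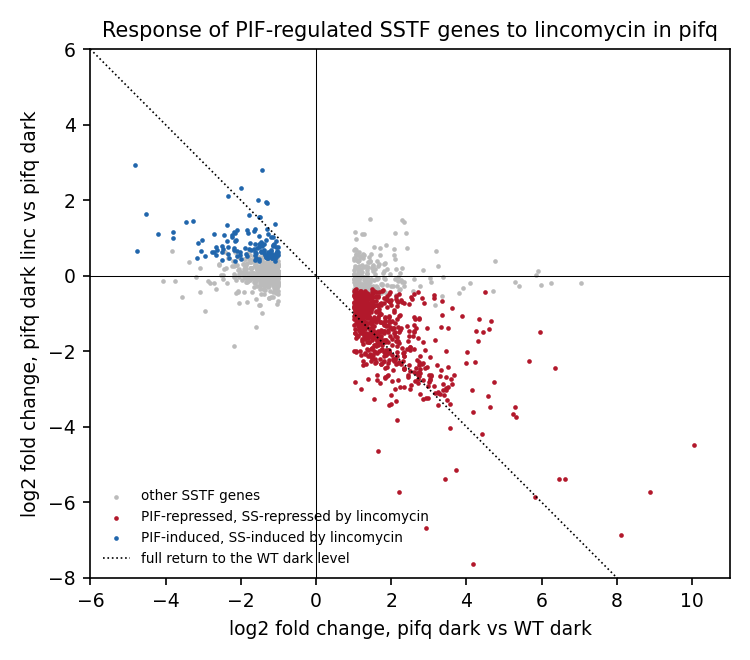
Log2 fold change of PIF-regulated SSTF genes in *pifq* dark against WT dark (x axis) and under lincomycin in *pifq* (y axis). The 657 SS-repressed PIF-repressed genes are in red and the SS-induced PIF-induced genes in blue. The 283 PIF-induced genes with too few counts in *pifq* to be tested with lincomycin are not drawn. Points on the dotted line returned to the WT dark level. For genes with no more than 3 counts in a group, the size of the log2 fold change is uncertain.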

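Of the 657 PIF-repressed SSTF genes SS-repressed by lincomycin, 366 (55.7%) were on the paper's list of 973 RS-downregulated genes, and 4 were on its list of 658 RS-upregulated genes. The same 657 genes included 276 of the 343 genes of Gene-Set PIF-RS (80.5%), and 294 of the 343 (85.7%) were PIF-repressed SSTF genes. With genes called on library totals only, 252 of 358 genes (70.4%) were on the RS-downregulated list, and 223 (65.0% of Gene-Set PIF-RS) were in Gene-Set PIF-RS. Genes absent from the ATH1 array were not set aside for these overlaps.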

Interestingly, only 9–13% of the genes in these sets are direct PIF targets (Supplementary Fig. 12)^16^, suggesting indirect regulation of the majority by the PIFs. 

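The paper's annotation of PIF-bound genes was set against the response of Gene-Set PIF-RS to lincomycin. Of the 296 genes of the set that were SS-repressed by lincomycin in *pifq*, 34 (11.5%) were PIF-bound, and of the other 47 genes, 16 of which had too few counts to be tested, 11 (23.4%) were PIF-bound (p = 0.0347, two-sided Fisher's exact test across genes, which are not independent replicates). Of the 31 genes tested and not SS-repressed, 9 (29.0%) were PIF-bound (exact p = 0.0112), a comparison chosen after the values were seen. The replicate number as a block left 310 genes of the set SS-repressed. Among the 128 PIF-induced SSTF genes that lincomycin SS-induced in *pifq*, all of which have the annotation, 47 (36.7%) were PIF-bound. The annotation given for PIF-repressed genes covered 70.3% of the 657 genes SS-repressed by lincomycin, too few for a share of PIF-bound genes.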

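Localization of the encoded proteins, as annotated in the paper's Supplementary Data 1, was compared between genes of Gene-Set PIF-RS that were and were not called SS-repressed by lincomycin in the dark. In the 296 genes SS-repressed in *pifq* dark linc, 176 (59.5%) were annotated to the chloroplast and 34 (11.5%) to the nucleus. Among the 47 genes not SS-repressed, of which 16 had too few counts to be tested and 4 were SS-induced, 6 (12.8%) were annotated to the chloroplast and 13 (27.7%) to the nucleus. The difference gave p = 9.78e-10 for the chloroplast and p = 0.00545 for the nucleus (two-sided Fisher's exact tests across genes, which are not independent replicates). Over the 31 genes tested and not SS-repressed, a choice made after the values were seen, 1 was annotated to the chloroplast and 10 (32.3%) to the nucleus (exact p = 2.33e-10 and 0.00365). In WT, 112 of the 155 genes SS-repressed by lincomycin (72.3%) were annotated to the chloroplast.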

The two largest represented groups correspond to chloroplast- and nuclear-localized proteins (Supplementary Fig. 13). These results show that activation of RS in the dark reverses the expression of the transcriptional network induced in *pifq*, concomitant with the suppression of the *cop*-like seedling phenotype of the mutant. 

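Levels in *pifq* dark linc were also compared with those in WT dark. Of the 888 PIF-repressed SSTF genes, 504 (56.8%) were still SS-higher in *pifq* dark linc than in WT dark, 62 (7.0%) were SS-lower, 244 were tested and neither, and 78 had too few counts to be tested, with a median log2 fold change of 0.62. In Gene-Set PIF-RS, 120 genes were SS-higher, 40 were SS-lower, 137 were tested and neither, and 46 were not tested, with a median log2 fold change of 0.24. On library totals, 277 of 525 PIF-repressed SSTF genes (52.8%) were SS-higher in *pifq* dark linc. Over all 13791 genes tested, 803 were SSTF higher and 889 SSTF lower in *pifq* dark linc than in WT dark. Same-numbered libraries of these groups had a mean r of 0.132 over 3 pairs, and the replicate block gave 801 and 874 genes. The paper states that RS activated in the dark reverses the network that is induced in *pifq*, alongside the loss of the mutant's *cop*-like phenotype.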

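PIF-induced SSTF genes moved less than PIF-repressed SSTF genes under lincomycin in *pifq*. Of the 555 PIF-induced genes with enough counts to be tested, 405 were higher and 150 lower in *pifq* dark linc than in *pifq* dark, with a median log2 fold change of 0.19 (interquartile range from −0.02 to 0.47). Compared with WT dark, 808 of the 838 genes (96.4%) were still SS-lower in *pifq* dark linc, and 4 were SS-higher. With library totals only, the median log2 fold change of PIF-induced SSTF genes under lincomycin was 0.48, relative to a median of 0.33 for all genes tested, and 1582 of 1744 (90.7%) were still SS-lower than in WT dark.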

Altogether, our findings indicate that the RS preferentially targets the PIF-repressed genes in restraining light-induced deetiolation. This conclusion is in contrast to a previous model proposing the converse, namely, that integration of the RS and photoreceptor-mediated light signals was accomplished via informational-light induction of genes that were further induced by the RS^14^. Moreover, our findings suggest that the RS and informational-light-regulated signalling pathways must converge downstream of the PIFs to antagonistically regulate the initiation of seedling photomorphogenesis. This conclusion is in contrast to a previous model based on small differences detected in *hy5* mutants, proposing that the RS ‘rewires' the light signalling network in a manner that converts informational light from a positive to a negative signal and vice versa, through transforming HY5 from a positive to a negative regulator of gene expression^13^. 

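The response to lincomycin in the dark was also tested in WT, where the PIFs are present. Of the 888 PIF-repressed SSTF genes, 214 (24.1%, and 30.7% of the 698 tested) were SS-repressed and 11 (1.2%) SS-induced in WT dark linc compared with WT dark, with a median log2 fold change of −0.25. With the replicate number as a block, where same-numbered libraries had a mean r of 0.253 over 3 pairs, 271 were SS-repressed. With library totals only, 177 of 525 (33.7%, and 47.1% of the 376 tested) were SS-repressed in WT, with a median log2 fold change of −0.47. In Gene-Set PIF-RS, 155 of 343 genes (45.2%, and 56.4% of those tested) were SS-repressed in WT, with a median log2 fold change of −0.68 over 275 genes tested, and 185 with the block. Of the 135 SSTF genes repressed by lincomycin in WT, 123 were also SSTF repressed by lincomycin in *pifq*.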

Our findings support a model for PIF-regulated genes, in which RS represses the light induction of PIF-repressed genes by a mechanism that acts in the absence of the PIF proteins and, therefore, is independent of any direct RS regulation of PIF transcriptional activity.

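Whether a gene responded to lincomycin differently in *pifq*, which lacks these PIFs, and in WT was tested as the interaction of genotype and lincomycin over all 12 libraries. A lower response is a more negative log2 fold change under lincomycin in *pifq* than in WT, and a higher one more positive. In this test, 365 of the 888 PIF-repressed SSTF genes had a lower and 7 a higher response at an adjusted p of at most 0.05. Their median log2 difference was −0.67. On library totals, 182 of 525 had a lower and 16 a higher response. PIF-induced SSTF genes went the other way, with 4 of 838 lower and 76 higher and a median log2 difference of 0.31. On library totals, 4 of 1744 PIF-induced genes were lower and 540 higher, with a median of 0.59. Gene-Set PIF-RS, which was defined from other experiments, had 176 genes with a lower and 2 with a higher response in *pifq* among 328 tested, with a median log2 difference of −0.89. *CA1* (AT3G01500) changed by −4.98 on the log2 scale under lincomycin in WT and by −6.69 in *pifq*, a difference of −1.70 (standard error 0.24, adjusted p = 0.000324 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *LHCB2.2* (AT2G05070), whose 3′ end shares at least 90% identity with 1 other gene, changed by −3.71 in WT and by −3.75 in *pifq*, a difference of −0.04 (standard error 0.27, adjusted p = 0.979). *CAB1* (AT1G29930), with 4 other genes at that identity, was higher in *pifq* dark by 4.15 and had a weaker response in *pifq*, with a difference of 1.41 (standard error 0.38, adjusted p = 0.0353).

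**Figure D4:**
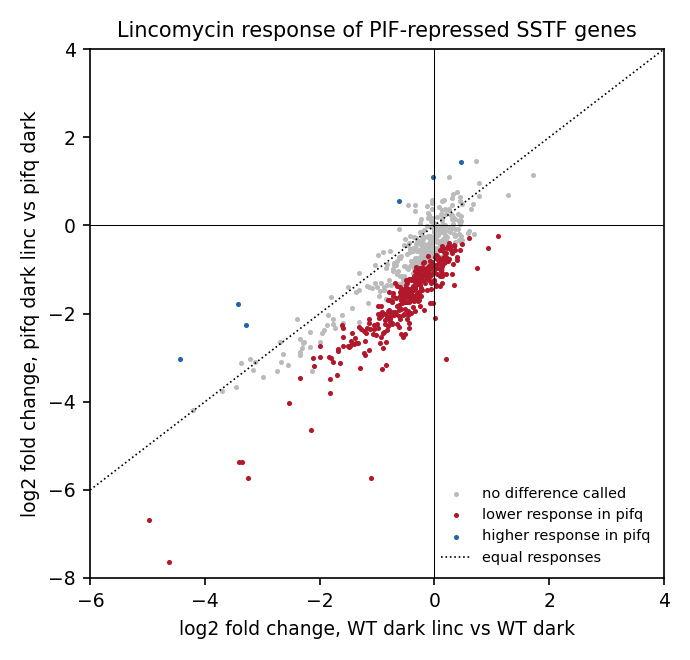
Log2 fold change under lincomycin in WT (x axis) and in *pifq* (y axis) of the 698 PIF-repressed SSTF genes tested in both genotypes, coloured by the test of the difference between the responses. Of these genes, 329 with a lower (more negative) response in *pifq* lie below the dotted line of equal responses. Another 6 with a higher response lie above it.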

### GUN1-mediated RS antagonizes PIF-regulated gene expression

To begin to gain further insight into how the RS pathway might converge on the PIF-regulated transcriptional network, we treated light-grown *abi4*, *gun1*, *gun5* and *gun6* mutant seedlings with lincomycin. GUN1 and ABI4 are two major described mediators of the RS pathway^23^, and GUN5 and GUN6 are involved in plastid-to-nucleus signal transduction^21^,^30^. We found that lincomycin prevented full deetiolation of *abi4*, *gun5*, and *gun6* seedlings in the light, similarly to WT (Fig. 3a,b; Supplementary Figs 14 and 15). However, in striking contrast, *gun1* seedlings partially deetiolated in the presence of lincomycin in the light, displaying light-imposed inhibition of hypocotyl elongation and open and expanded cotyledons (Fig. 3a,b; Supplementary Figs 14 and 15). To examine the molecular phenotypes, we assessed the role of GUN1 and ABI4 in the regulation of the expression of the ‘Gene-Set PIF-RS' defined above. By analysing the available expression data for *gun1* and *abi4* (ref. 23), we found that these genes responded strongly to lincomycin in WT and *abi4*, but not in *gun1*, which displayed gene expression levels in lincomycin-grown seedlings, comparable to those of seedlings not treated with lincomycin (Fig. 3c,d). From these collective data, we conclude that GUN1, but likely not ABI4, GUN5 or GUN6, is necessary for the production, transmission or implementation of the lincomycin-induced RS that inhibits the photoreceptor-mediated, light-induced expression of a subset of light-induced/PIF-repressed genes, thereby repressing seedling photomorphogenesis in the light in response to chloroplast dysfunction.

### PIFs and RS antagonistically regulate *GLK1* transcription

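*GUN1* (AT2G31400) lies on chromosome 2, and no other gene shares at least 90% identity with its 3′ end. Its level was 52.4 ± 5.44 normalized CPM (SD, n = 3) in WT dark, 53.7 ± 4.49 in WT dark linc, 80.04 ± 14.4 in *pifq* dark and 65.5 ± 9.13 in *pifq* dark linc. The log2 fold change in *pifq* dark compared with WT dark was 0.60 (standard error 0.14, adjusted p = 0.00614 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below the 2-fold of the SSTF genes. Library totals in place of TMM gave 0.23 with an adjusted p of 0.241, and over the 14 alternatives tried the adjusted p ranged from 0.000202 to 0.241. Lincomycin changed *GUN1* by 0.03 on the log2 scale in WT (standard error 0.12, adjusted p = 0.918) and by −0.30 in *pifq* (standard error 0.15, adjusted p = 0.159). With the replicate number as a block, where same-numbered *pifq* libraries had a mean r of 0.425, the fall in *pifq* had a standard error of 0.09 and an adjusted p of 0.00832, and the change in WT an adjusted p of 0.890.

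**Figure D5:**
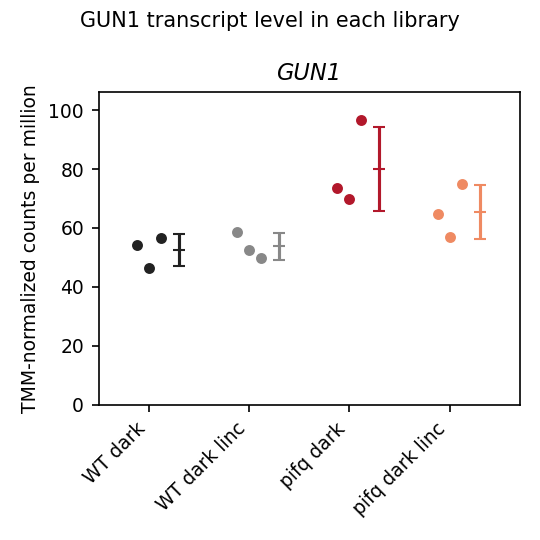
TMM-normalized CPM of *GUN1* in each of the 12 libraries (dots), with the mean and SD of the 3 libraries of each group (bars). The mean is 52.4 in WT dark and 80.04 in *pifq* dark.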

Because the *GUN1* gene does not appear to bind PIFs in its promoter^16^, and is not a PIF-regulated gene (Supplementary Data 2), phytochrome-mediated light- and plastid-RS signalling must converge downstream of both GUN1 and the PIFs, likely through co-regulation of one or more common target genes. Interestingly, analysis of DNA-binding motifs revealed that the ‘Gene-Set PIF-RS' is significantly and specifically enriched in the putative GLK-binding site CCAATC (*z*-score=5.35; Fig. 4a)^17^. *GLK1* is a PIF-repressed gene, which is directly targeted by PIFs in the dark^16^,^31^,^32^ (Supplementary Fig. 16), and that has been proposed to respond to RS downstream of GUN1 (refs 17 and 18). This evidence suggested to us that GLK1 might provide clues to the link between informational-light/PIF and RS/GUN1 signalling. Consistent with this notion, *GLK1* expression is induced in light-grown WT seedlings, as well as being upregulated in *pifq* in the dark^11^,^16^. We found also that the expression induced in both conditions was largely suppressed by lincomycin, and in a GUN1-dependent fashion (at least in the light) extending previous findings^17^ (Fig. 4b). These results indicate that RS acts on or upstream of *GLK1*. Moreover, a similar expression pattern was observed for a set of 93 genes previously defined as GLK1-induced^17^ (Fig. 4c). In addition, the PIF-RS gene set is enriched in *GLK1*-regulated genes, and *GLK1*-bound genes are enriched in PIF-RS genes (Supplementary Fig. 17). Taken altogether, these results indicate that *GLK1* is transcriptionally targeted, in antagonist fashion, by informational-light and GUN1-facilitated-retrograde signals, which induce and repress *GLK1* expression, respectively, to regulate a subset of PIF-RS-controlled genes. Our results also indicate that *GLK1* is not regulated under these conditions by either ABI4 (Supplementary Fig. 18; in agreement with our findings presented in Fig. 3c,d) or by HY5, which was previously proposed to respond to RS^13^ (Supplementary Fig. 19).

To test whether the transcriptional regulation of *GLK1* by light and RS might be relevant to seedling photomorphogenesis, we examined the phenotype of seedlings with altered *GLK1* expression. We reasoned that if GLK1 is a key link regulating photomorphogenesis downstream of both sensory-photoreceptor-mediated light signalling and RS, *glk1* mutants should exhibit alterations in response to activation of these pathways. In agreement with this proposal, *glk1* seedlings were indistinguishable from the WT in the dark but displayed longer hypocotyls and less separated cotyledons when grown in the light (Fig. 4d; Supplementary Fig. 20), indicating that GLK1 acts positively in seedling photomorphogenic development. Seedlings constitutively expressing *GLK1* under the control of the 35 S promoter (*GLK1-OX*), were similar to WT in the dark although did show slightly shorter hypocotyls (Supplementary Fig. 20b), but, in striking contrast to WT, partially deetiolated in the presence of lincomycin in response to light, as indicated by short hypocotyls, and open and expanded cotyledons (Fig. 4e,f), and displayed high *LHCB* expression in lincomycin-treated seedlings, similarly to *gun1* (Supplementary Fig. 21). In contrast to *GLK1*, the closely related *GLK2* gene appears to have a minor role in this process (Supplementary Fig. 22). These findings extend and refine the previously described role of GLK1 as a regulator of photosynthetic-apparatus-gene expression^17^, to define it as a previously unrecognized positive factor that acts pleiotropically to orchestrate the broader photomorphogenic programme. Altogether with the evidence that *GLK1* is a direct target of PIF-imposed repression, the data support the conclusion that *GLK1* is a pivotal target directly at the convergence of the informational-light/PIF and RS/GUN1 signalling pathways. This conclusion implies strongly in turn, that the GUN1-facilitated, RS-imposed repression of the light-induced expression of *GLK1*, that is otherwise necessary for deetiolation, provides a mechanism to attenuate seedling photomorphogenesis in the event of chloroplast disruption. Such disruption has been shown to activate RS under natural environments triggered by excess light^33^,^34^, highlighting the likely biological significance of this proposed attenuation mechanism.

### High-intensity light inhibits PIF-mediated deetiolation

To investigate the proposed mechanism and the role of PIF-RS-regulated *GLK1* expression more closely, we examined the consequences of exposing dark-grown seedlings to RS-inducing high light intensity (high light, 310 μmols m^−2^ s^−1^; Supplementary Fig. 23), compared with lower light levels (130 μmols m^−2^ s^−1^, defined here as ‘low light' for convenience). Under high light intensity, we detected GUN1-mediated repression of deetiolation within 3 h (Fig. 5a,b), consistent with the effect of lincomycin on early deetiolation responses to the dark-to-low light transition (Fig. 1c). Under these conditions, we observed that the rapid, low light induction of *GLK1* expression was significantly reduced by high light intensity, whereas induction levels of *GLK1* expression in *gun1* were similar in low and high light (Fig. 5c, Supplementary Fig. 24). This result suggests that high light intensities can antagonize the low-light induction of *GLK1* expression, at least in part through GUN1-mediated RS. In agreement with this conclusion, analysis of the available data^35^ indicates that high light intensities prevent the informational low-light induction of GLK1-induced genes, a behaviour that is similar for the genes in ‘Gene-Set PIF-RS' or the genes whose light-induction is inhibited by RS (Fig. 5d). Because PIF3 levels in the WT and *gun1* were below the level of detection in both low and high light (Fig. 5e), and *pifq* deetiolation and GLK1 induction was slower under high light than low light (Supplementary Fig. 25), our findings collectively support the notion that *GLK1* expression under high light is repressed in a PIF-independent fashion by a GUN1-facilitated pathway, to antagonize the light induction of the photomorphogenic programme. Moreover, in agreement with the role we propose for GLK1 as downstream effector of both informational-light and RS, we found that *GLK1-OX* seedlings were largely insensitive to high light intensity and underwent deetiolation similarly in both low and high light (Fig. 5f). On the basis of these assembled data, we conclude that activation of GUN1-mediated RS by high light during early deetiolation represses informational-light-induced derepression of *GLK1*, attenuating hook unfolding and cotyledon separation. This might protect the seedling by minimizing the exposed cotyledon surface to avoid excess light damage, adding to other high light-induced strategies like excess light dissipation^33^,^36^. Consistent with this notion, survival of *gun1* mutants during deetiolation under high light is significantly poorer than WT^13^,^37^.

## Discussion

Our findings support a mechanistic model (Fig. 6), whereby the PIFs directly repress *GLK1* expression in the dark to support skotomorphogenesis. In the light, phytochrome-induced degradation of the PIFs relieves the repression of *GLK1* expression and this permits initiation of photomorphogenic development, as long as the plastid is functionally intact, through GLK1 regulation of photosynthetic genes^17^ and potentially of as yet undefined genes involved in the regulation of other facets of photomorphogenesis (putative *‘Gene(s) X'* in Fig. 6). In conditions where the plastid is damaged, RS is activated and antagonizes the phytochrome-signal output by repressing the light-induced derepression of *GLK1*, through a GUN1-facilitated, PIF-independent pathway, which effectively attenuates normal photomorphogenesis for the purpose of protecting the seedling. According to this model, whereas the phytochrome/PIF system monitors dark-light transitions, as well as light quality and periodicity, to optimize light-regulated development, the chloroplast functions as a sensor of excess light (at levels where the phytochrome/PIF system is saturated), to prevent potentially irreversible damage. Hence, coincidence of external light stimuli and internal chloroplast integrity is necessary to promote photomorphogenesis.

Activation of RS has been proposed, alternately, to involve both positively and negatively acting configurations^30^,^38^. In principle, our data are consistent with either possibility, in which lincomycin would, respectively, either (a) disrupt a positive intact-plastid-emitted signal, which acts in a GUN1-regulated manner and is necessary for the expression of *GKL1* following derepression by PIF removal, or (b) induce a negative plastid-emitted signal, which acts to repress the nuclear transcription of *GLK1* in a GUN1-mediated manner (Fig. 6). In either configuration, our observation that the *cop*-like phenotype of *pifq* is suppressed by lincomycin in the dark suggests that activation of RS by plastid malfunction is independent of light, consistent with previous reports of RS activity in darkness^19^,^27^. Although the mechanism by which RS repress light-induced derepression of *GLK1* expression remains unknown, our results establish that the process requires GUN1, is independent of the PIFs, and does not appear to involve GUN5, GUN6 or ABI4 (in agreement with Kakizaki *et al*.^18^), and might involve regulation at the transcriptional and/or post-transcriptional levels through a factor or factors (‘A' in our model in Fig. 6) of yet unknown nature.

## Methods

### Plant materials and growth conditions

*Arabidopsis thaliana* seeds used in these studies have been described elsewhere, including *pifq* (ref. 10), *glk1.1* (ref. 39)*, GLK1-OX and GLK2-OX* lines (ref. 40), *abi4-t* (ref. 41), *gun5-1* (ref. 21), *gun6-1D* (ref. 30), *cop1-4* (ref. 42) and *hy5-215* (ref. 43), all in the Columbia (Col-0) ecotype, and *sigma2-1* (ref. 44) and *sigma6 (soldat8*; ref. 45) in the WS and L*er* and ecotypes, respectively. The newly described *gun1* allele (*gun1-201*) corresponds to insertion line SAIL_290_D09 obtained from ABRC (Supplementary Fig. 26). Seeds were sterilized and plated on medium without sucrose as described^46^. Seedlings were then stratified for 4 days at 4 °C in darkness, and then placed under continuous white light (1 μmol m^−2^ s^−1^), red light (1.3 μmol m^−2^ s^−1^) or darkness for 3 days, except in experiments shown in Fig. 1c, performed using a white light intensity of 25 μmol m^−2^ s^−1^, and in Fig. 5, performed using a combination of red (60%) and blue (40%) light, where Light corresponds to 130 μmol m^−2^ s^−1^ and High light to 310 μmol m^−2^ s^−1^. Fluence rates were measured with a Spectrosense2 metre associated with a 4-channel sensor^47^. For lincomycin treatments, media was supplemented with 0.5 mM lincomycin (Sigma L6004) or as indicated (Supplementary Fig. 4)^19^. For norflurazon treatment, media was supplemented with 5 uM norflurazon (Novartis 100–848-AA). To measure hypocotyl length, hook angle and cotyledon angle and area, seedlings were arranged horizontally on a plate and photographed using a digital camera (Nikon D80). Measurements were performed using NIH Image software (Image J, National Institutes of Health)^48^. At least 25 seedlings were measured to calculate the mean and s.e.m. in at least two biological replicates. In Supplementary Fig. 25, the response to light was measured in individual *pifq* seedlings across time.

### Gene expression analysis

Quantitative RT–PCR, RNA extraction, cDNA synthesis and qRT–PCR were done as described^48^. Briefly, 1 μg of total RNA extracted using the RNeasy Plant Mini Kit (Qiagen) were treated with DNase I (Ambion) according to the manufacturer's instructions. First-strand cDNA synthesis was performed using the SuperScript III reverse transcriptase (Invitrogen) and oligo dT as a primer (dT30). cDNA was then treated with RNase Out (Invitrogen) before 1:20 dilution with water, and 2 μl was used for real-time PCR (Light Cycler 480; Roche) using SYBR Premix Ex Taq (Takara) and primers at a 300 nM concentration. Gene expression was measured in three independent biological replicates (with the exception of Supplementary Fig. 6b (one), Supplementary Fig. 23 (four) and Supplementary Figs 24 and 25 (two)), in at least three technical replicates for each biological sample. *PP2A* (*AT1G13320*) was used for normalization^49^. Primers used to analyse *LHCB1.4* (*AT2G34430*) and *LHCB2.2* (*AT2G05070*) were described previously^10^,^27^. *GLK1* (*AT2G20570*) expression was measured using primers 5′- GCTACGAGATTTAGAGCACCG -3′ and 5′- TTGACGGATGTAAGTCTACCG -3′, and *GUN1* (*AT2G31400*) expression using primers 5′- TGAGTATATTGACTGGCTGGG -3′ and 5′- GCATTTTGACAGGTGGAATGG -3′.

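Both pairs of primers match spliced transcripts in the TAIR10.1 assembly. The *GLK1* product lies on chromosome 2 between 8857039 and 8857370, is 124 nt long in the spliced transcript, and spans exons 4 to 6 of 6, with both primers across exon junctions. The *GUN1* product lies on the minus strand of chromosome 2 between 13387387 and 13387842, is 116 nt long, and spans exons 3 and 4 of 4. Counted on the genomic sequence from the A of the ATG, introns included, it lies between bases 2709 and 3164 of *GUN1*. All bases of the spliced products are coding. The overlap with the 3′ end was taken over the last 500 nt of the longest TAIR10.1 transcript that both primers match. It holds 112 of the 124 nt of the *GLK1* product and 67 of the 116 nt of the *GUN1* product. The authors counted reads on TAIR10 representative transcripts, whose 3′ ends were not compared with these.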

### RNA-seq library construction and data processing

Total RNA from 3-day-old dark-grown seedlings was extracted using QIAshredder columns and the RNeasy Plus Mini Kit (Qiagen). RNA-seq libraries were prepared using Illumina's directional mRNA-seq sample preparation following the manufacturer's protocol with some modifications. The mRNA was purified from 20 μg of total RNA using Dynabeads Oligo (dT)_25_ (Invitrogen) and fragmented using Fragmentation Reagents (Ambion). The resulting polyA-tailed 3′-end fragments were captured using Dynabeads Oligo (dT)_25_ (Invitrogen), and then treated by Antarctic Phosphatase (NEB) and T4 Polynucleotide Kinase (NEB). The sample was purified using RNeasy MinElute Cleanup Kit (Qiagen) and Illumina's SRA 5′-adaptor was ligated to the eluted mRNA fragments by T4 RNA Ligase 1 (NEB). Reverse transcription was performed using the SuperScript III First-Strand Synthesis System (Invitrogen) and the 3′-cDNA adaptor derived from Illumina's v1.5 sRNA 3′-adaptor conjugated with the anchored oligo (dT)_20_ primer. The first-strand cDNA was purified using the Agencourt AMPure XP system. The second-strand cDNA was synthesized and amplified by PCR using Phusion High-Fidelity DNA Polymerase with Illumina's sRNA PCR primer set. The library was purified using the Agencourt AMPure XP system and the size was validated by Bioanalyzer 2000 (ref. 50). Libraries from triplicate biological samples were sequenced on the Illumina HiSeq platform. Reads were aligned to the TAIR10 representative transcriptome using Bowtie^51^ with one mismatch allowed. To prevent false counts, mapping was performed using the 3′-end 500-bp region of the coding strand. Differentially expressed genes were identified using the edgeR package^52^ among those genes in which at least 2 of the 6 samples being compared had⩾5 reads per million. SS genes were defined as those that differ with a *P* value≤0.05 (adjusted for false-discovery rate), and SSTF genes as those that differ by more than or equal to twofold with a *P* value≤0.01 (adjusted for false-discovery rate)^11^ (Supplementary Fig. 27).

### Microarray data comparison and transcript analysis

Expression data shown in Figs 2b, 3c,d and 4c, and Supplementary Figs 8b, 11b and 18b, were obtained from microarray data from GSE5770 (ref. 23) and GSE17159 (ref. 11). As a control, gene expression in the shared WT Light sample from the two experiments were first compared in each subgroup of genes analysed in each figure to validate that there were no statistically significant differences and thus the rest of the samples were comparable. Represented WT light values in Figs 2b and 4c, and Supplementary Figs 8b, 11b and 18b, are from ref. 23. Expression data shown in Fig. 5d were obtained from GSE7743 (ref. 35).

### Promoter analysis for DNA-binding motifs

Analysis was performed using the ‘Motif Analysis' tool available at The Arabidopsis Information Resource (http://Arabidopsis.org/tools/bulk/motiffinder/index.jsp) for statistically overrepresented 6-mer motifs in the 500-bp genomic sequence upstream of the start codon of genes in gene-set PIF-RS, the SCOPE motif finder (http://genie.dartmouth.edu/scope/), and the *Arabidopsis* Gene Regulatory Information Server ‘Agris' (http://arabidopsis.med.ohio-state.edu/AtTFDB/).

### Statistics

Gene expression and morphological data shown in Figs 1b, 4 and 5c, and Supplementary Figs 2, 5b, 6c, 7, 14b, 15b, 18a, 19a, 22b, 24 and 25b, were analysed by one-way analysis of variance, and the differences between means were evaluated using Tukey-b *post hoc* multiple comparison test (IBM SPSS Statistics Software). Statistically significant differences were defined as those with a *P* value<0.05. Morphological and expression data were analysed using Excel (Microsoft) for statistically significant differences from their control. *P* values were determined by homoscedastic Student's *t*-test for data in Figs 1c, 4b,d and 5a,f, and Supplementary Figs 1b, 4, 6b, 20, 21, 22c, 25a and 26b, and WT and *pifq* in Fig. 1e, and by heteroscedastic Student's *t*-test for data in Figs 2b, 3c and 4c, and Supplementary Figs 8b and 18b. Statistically significant differences were defined as those with a *P* value<0.05. In the figures significance level is indicated as *P<0.05, **P<0.01 and ***P<0.001. Hypergeometric tests shown in Fig. 4a and Supplementary Fig. 17 were performed using R.

### Protein extraction and immunoblots

Protein extracts were prepared from 2-day-old dark-grown WT and *gun1* seedlings transferred to white light for the time and light intensities indicated in Fig. 5e. Tissue samples were collected and frozen in liquid nitrogen, and samples were manually ground under frozen conditions before resuspension in extraction buffer. Protein extraction was performed in boiling extraction buffer (100 mM MOPS (pH 7.6), 2% SDS, 10% glycerol, 4 mM EDTA, 2 g l^−1^ aprotinin, 3 g l^−1^ leupeptin, 1 g l^−1^ pepstatin and 2 mM PMSF). Total protein was quantified using a Protein DC kit (Bio-Rad), and β-mercaptoethanol was added just before loading^53^. Aliquots from each sample containing equal amounts of total protein (150 μg) were subjected to 7.5% SDS-PAGE gels. Proteins were then transferred to Immobilon-P membrane (Millipore), and immunodetection of endogenous PIF3 was performed as previously detailed^54^ using a rabbit anti-PIF3 polyclonal antibody^55^ (1:10,000 dilution) incubated with Hikari solution (Nacalai Tesque). Peroxidase-linked anti rabbit secondary antibody (1:5,000 dilution; Amersham Biosciences NA934) and a SuperSignal West Femto chemiluminescence kit (Pierce) were used for detection of luminescence using LAS-4000 Image imaging system (Fujifilm). The membrane was stained with Coomassie blue as a loading control. The uncropped scan of the western blot shown in Fig. 5e is provided in Supplementary Fig. 28.

### Transmission electron microscopy

Cotyledons from 3-day-old dark-grown seedlings were fixed and processed as described in ref. 11, except that a Leica EM PACT2-RTS high-pressure freezing machine (Leica Microsystems, Vienna, Austria) was used for the high-pressure freezing method. Ultrathin sections were visualized in a Jeol JEM1010 electron microscope (JEOL Ltd, Akishima, Tokyo, Japan). Images were recorded with a SIS Mega View III CCD camera.

## Additional information

**Accession codes:** RNA-seq data reported in this study have been deposited in the Gene Expression Omnibus database under the accession number GSE78969.

**How to cite this article:** Martín, G. *et al*. Phytochrome and retrograde signalling pathways converge to antagonistically regulate a light-induced transcriptional network. *Nat. Commun.* 7:11431 doi: 10.1038/ncomms11431 (2016).

## Supplementary Material

Supplementary Figures and Note Supplementary Figures 1-28 and Supplementary Note 1

Supplementary Data Set 1 Analysis and expression data of genes co-regulated by Retrograde Signaling, Light treatment and PIF transcription factors. Co-regulation is reported in Fig. 2a and Supplementary Fig. 8a. PIF and Light regulated genes were defined previously in ^11^. Retrograde Signaling regulated genes were previously reported in ^27^. Expression data was obtained from GSE17159 and GSE5770 respectively and are shown in Figs 2b, 3c,d and 4c, and Supplementary Figs 8b, 11b, and 18b. PIF bound genes were defined previously in ^16^. Subcellular localization is obtained from subcellular predictions available in TAIR (http://www.Arabidopsis.org).

Supplementary Data Set 2 PIF and Lincomycin regulated genes in 3 day-old dark-grown seedlings. List of SSTF genes defined as those that differ by ≥2-fold with P values (adjusted for false discovery rate) ≤0.05 in WT dark vs pifq dark, and SS genes, set as those expressed statistically significantly different with P values (adjusted for false discovery rate) ≤0.05, comparing *pifq* dark VS *pifq* dark Lincomycin. Expression data are shown in Fig. 2c, and Supplementary Figs 9, 10, and 11b. PIF bound and Retrograde Signaling (RS) regulated genes were defined previously in ^16^ and ^27^ respectively. Subcellular localization is obtained from subcellular predictions available in TAIR (http://www.Arabidopsis.org)

Supplementary Data Set 3 Lincomycin-regulated genes in 3 day-old dark-grown WT and *pifq* seedlings. List of SSTF genes defined as those that differ by ≥2-fold with P values ≤0.01 (adjusted for false discovery rate, FDR) in WT dark vs WT dark lincomycin or *pifq* dark vs *pifq* dark lincomycin. This analysis is reported in Supplementary Fig. 27. 

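*GLK1* (AT2G20570), a gene of this list with no other gene at 90% identity in its 3′ end, had 10.2 ± 1.54 normalized CPM (SD, n = 3) in WT dark, 3.13 ± 0.205 in WT dark linc, 20.6 ± 5.04 in *pifq* dark and 8.14 ± 1.85 in *pifq* dark linc. Lincomycin lowered it in WT, with a log2 fold change of −1.71 (standard error 0.18, adjusted p = 1.35e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in *pifq*, with −1.35 (standard error 0.20, adjusted p = 0.000399). The 2 responses did not differ detectably (difference of 0.37, standard error 0.28, adjusted p = 0.631). In the dark without lincomycin, *GLK1* was higher in *pifq* than in WT by 0.99 on the log2 scale (standard error 0.18, adjusted p = 0.00130), just under the 2-fold of the SSTF genes. *GLK2* (AT5G44190) had log2 fold changes of −1.09 in WT (standard error 0.22, adjusted p = 0.00599) and −1.43 in *pifq* (standard error 0.20, adjusted p = 0.000249) under lincomycin. For both genes, these directions were kept with each of the 14 alternatives tried, at adjusted p of at most 0.0327, while the difference of *GLK1* between *pifq* and WT ranged from 0.62 to 1.09 and so fell on either side of 2-fold.

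**Figure D6:**
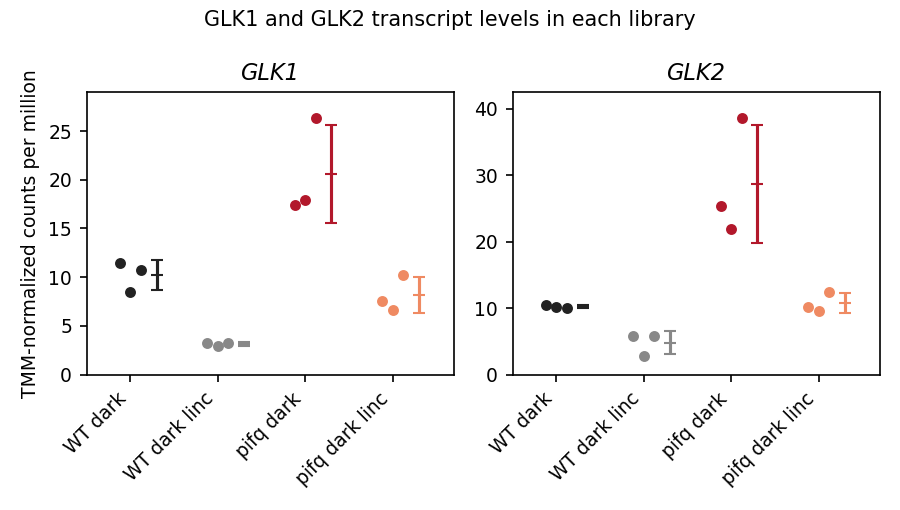
TMM-normalized CPM of *GLK1* and *GLK2* in each of the 12 libraries (dots), with the mean and SD of 3 libraries (bars). The mean of *GLK1* falls from 10.2 to 3.13 in WT and from 20.6 to 8.14 in *pifq* under lincomycin.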

Retrograde signaling (RS)-regulated genes were defined previously in ^27^.

## Figures and Tables

**Figure 1:**
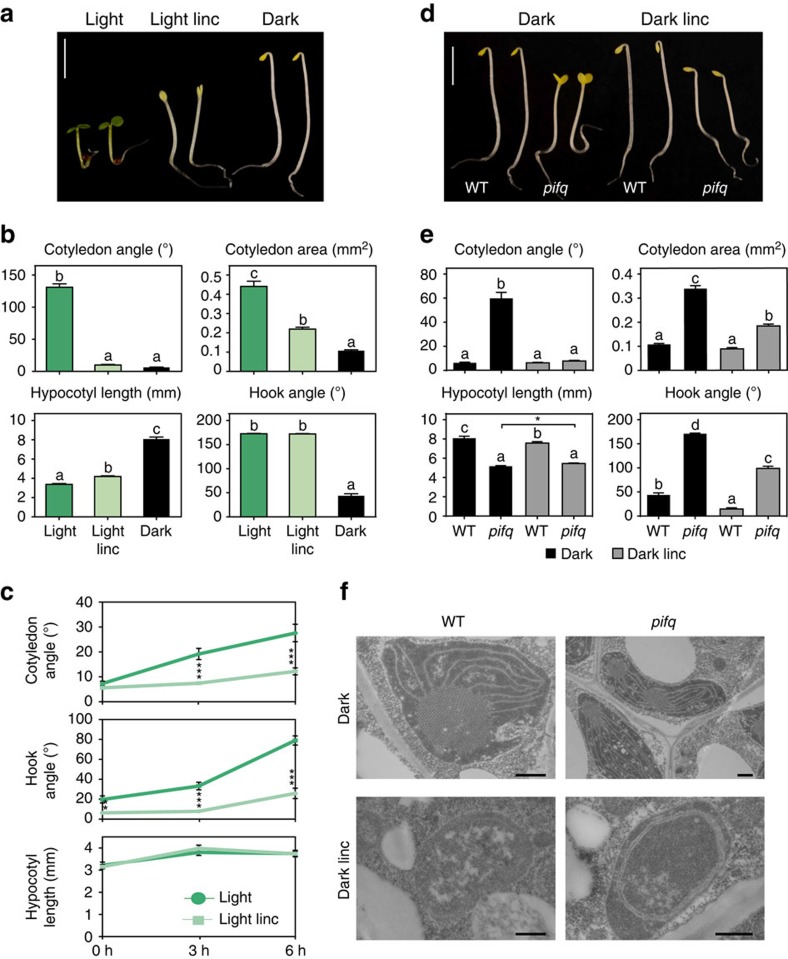
RS from the chloroplast suppresses PIF-mediated seedling photomorphogenesis. (**a**) Lincomycin treatment prevents *Arabidopsis* seedling deetiolation in continuous white light. WT seedlings were grown for 3 days in the light in the absence (Light) or presence (Light linc) of lincomycin. For comparison, 3-day-old dark-grown seedlings are shown at right. Scale bar, 2.5 mm. (**b**) Cotyledon angle and area, hypocotyl length and hook angle of seedlings grown as in a. (**c**) Lincomycin inhibits early deetiolation during the transition of dark-grown seedlings to light. Quantification of cotyledon angle (top), hook angle (middle) and hypocotyl length (bottom) of 2-day-old dark-grown WT seedlings transferred to white light for the indicated times, grown in the absence (dark green) or presence (light green) of lincomycin. (**d**) Lincomycin treatment suppresses the *cop*-like phenotype of *pifq* seedlings in the dark. WT and *pifq* seedlings were grown for 3 days in the dark in the absence (Dark) or presence (Dark linc) of lincomycin. (**e**) Cotyledon angle and area, hypocotyl length and hook angle of seedlings grown as in d. (**f**) Higher-magnification micrographs of samples prepared as in d. Representative etioplasts are shown for WT (left) and *pifq* (right) seedlings grown in absence (top) or presence (bottom) of lincomycin. Scale bar, 500 nm. Error bars in **b**,**c** and **e** represent s.e.m. (*n*⩾20). The experiments were repeated two times with similar results. In **b**,**e** different letters denote statistically significant differences among means by Tukey-b test (*P*<0.05). In **c** and **e**, statistically significant differences between mean values by Student's *t*-test are shown (*P<0.05; **P<0.01 and ***P<0.001).

**Figure 2:**
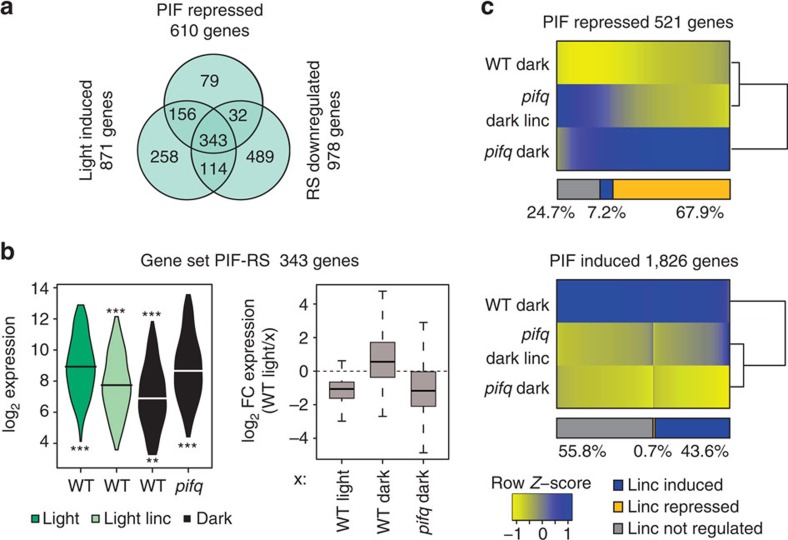
Retrograde signals repress the light-induced expression of PIF-repressed genes. (**a**) Plastid signals repress the induction of light-induced genes. Overlap among genes downregulated by chloroplast RS^27^, induced by red-light^11^ or repressed by PIFs in the dark^11^, identifies 343 genes labelled as ‘Gene-Set PIF-RS' (gene lists provided in Supplementary Data 1). (**b**) Expression of genes in ‘Gene-Set PIF-RS' in WT and *pifq* mutants grown in the light in the absence (dark green) or presence (light green) of lincomycin, or in the dark (black) (left). Fold-change expression of genes in ‘Gene-Set PIF-RS' between WT light lincomycin with respect to WT light, WT dark or *pifq* dark (right). Data obtained from refs 11 and 23. Statistically significant differences from WT light or WT light linc by heteroscedastic *t*-test are indicated in the upper and lower part, respectively (**P<0.01 and ***P<0.001). (**c**) Lincomycin extensively restores the PIF-repressed network in *pifq* in the dark to the WT levels. Two-dimensional-cluster diagram depicting expression levels of 521 PIF-repressed (top) and 1,826 PIF-induced (bottom) SSTF genes in the dark in the absence (dark) or presence (dark linc) of lincomycin. Genes were identified by transcriptomic profiling of seedlings grown for 3 days in the dark in the absence (dark) or presence (dark linc) of lincomycin.

**Figure 3:**
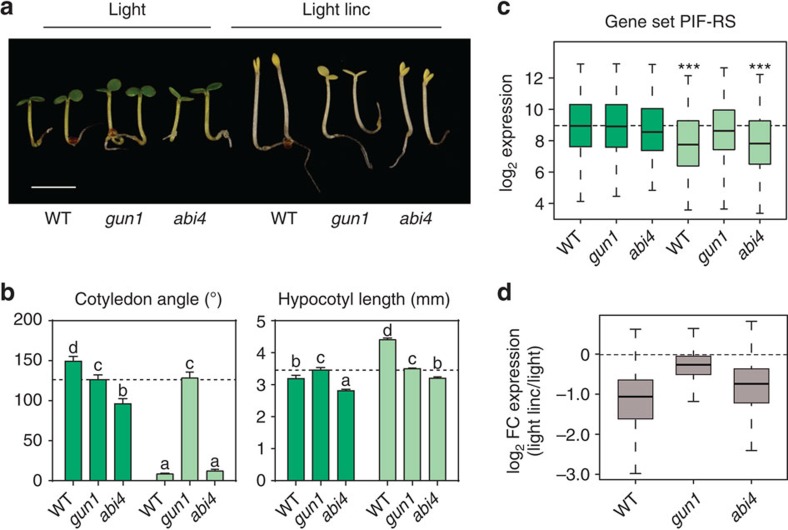
GUN1 mediates the RS that antagonizes PIF-regulated gene expression. (**a**) Mutants in *GUN1* partially deetiolate in the light in the presence of lincomycin, whereas response of mutants in *ABI4* responded more similar to WT. WT, *abi4* and *gun1* seedlings were grown for 3 days in white light in the absence (Light) or presence (Light linc) of lincomycin. Scale bar, 2.5mm. (**b**) Cotyledon angle and hypocotyl length of seedlings grown as in a. Error bars represent the s.e.m. of two independent experiments, each time sampling (*n*⩾25). Different letters denote statistically significant differences among means by Tukey-b test (*P*<0.05). (**c**) Lincomycin-induced repression in gene expression in the light of the 343 genes in ‘Gene-Set PIF-RS' is blocked in *gun1*. Expression of genes in ‘Gene-Set PIF-RS' in WT, *abi4* and *gun1* in the absence (dark green) and presence (light green) of lincomycin. Statistically significant differences from WT light by heteroscedastic *t*-test are indicated (***P<0.001). (**d**) Fold-change expression in the light in the presence (Light linc) with respect to absence (Light) of lincomycin in WT, *abi4* and *gun1* seedlings. Data for **c**,**d** were obtained from ref. 23.

**Figure 4:**
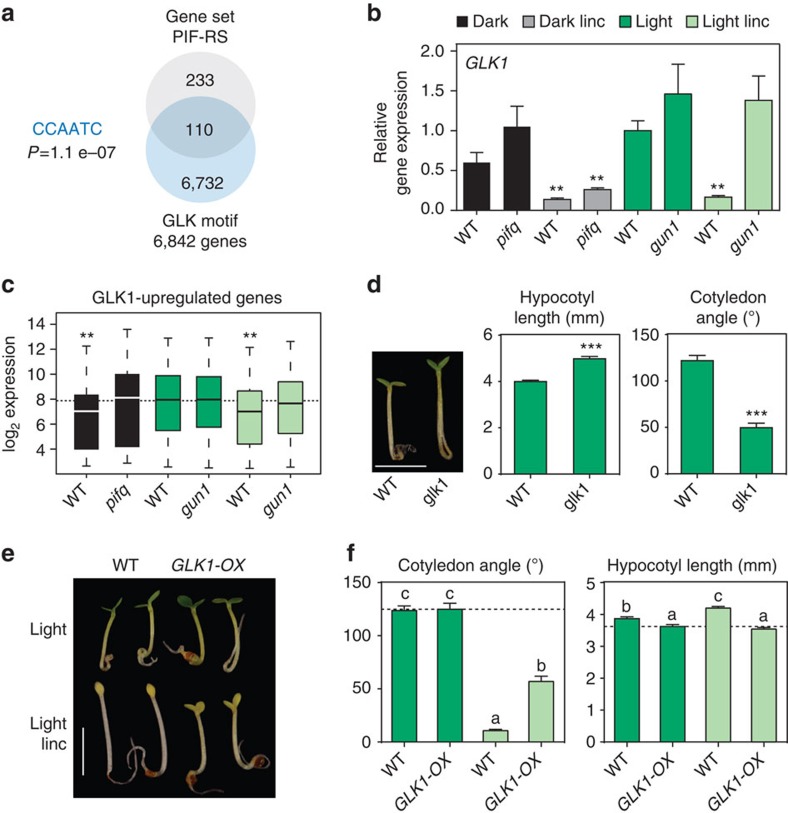
Retrograde and PIF-mediated light signals antagonistically regulate deetiolation through transcriptional control of *GLK1*. (**a**) Promoter regions (500 bp upstream of the start codon) of PIF-RS genes are significantly enriched in putative GLK-binding motifs (CCAATC)^17^, present in 6,842 promoter regions in the *Arabidopsis* genome. (**b**) *GLK1* is a gene whose expression is repressed by the PIFs in the dark and by lincomycin in a GUN1-dependent fashion in the light. Transcript levels of *GLK1* analysed by qRT–PCR in 3-day-old WT, *pifq* and *gun1* seedlings grown in the dark or in continuous white light in the absence (Dark and Light, respectively) or presence (Dark linc and Light linc, respectively) of lincomycin. Values were normalized to *PP2A*, and expression levels are expressed relative to WT light set at one. Data are the means±s.e.m. of biological triplicates (*n*=3). (**c**) GLK1-induced genes display a pattern of expression similar to *GLK1*. Transcript levels were obtained from refs 11 and 23, for a set of 93 genes previously defined as GLK1-induced^17^, which are represented in the ATH1 array. Statistically significant differences from WT Light by heteroscedastic *t*-test are indicated (**P<0.01). (**d**) GLK1 promotes photomorphogenesis under continuous white light. WT and *glk1* mutant seedlings grown for 3 days in the light display a hyposensitive phenotype with partially closed cotyledons and longer hypocotyls. Scale bar, 2.5 mm. (**e**) Seedlings overexpressing *GLK1* display insensitivity to lincomycin and partially deetiolate in the presence of lincomycin. WT and *GLK1-OX* seedlings were grown for 3 days in white light in the absence (Light) or presence (Light linc) of lincomycin. Scale bar, 2.5 mm. (**f**) Cotyledon angle and hypocotyl length of seedlings grown as in e. Letters denote the statistically significant differences among means by Tukey-b test (*P*<0.05). Error bars in **d**,**f** represent s.e.m. of two independent experiments (*n*⩾20). In **b** and **d**, statistically significant differences from light-grown WT seedlings by Student's *t*-test are shown (**P<0.01 and ***P<0.001).

**Figure 5:**
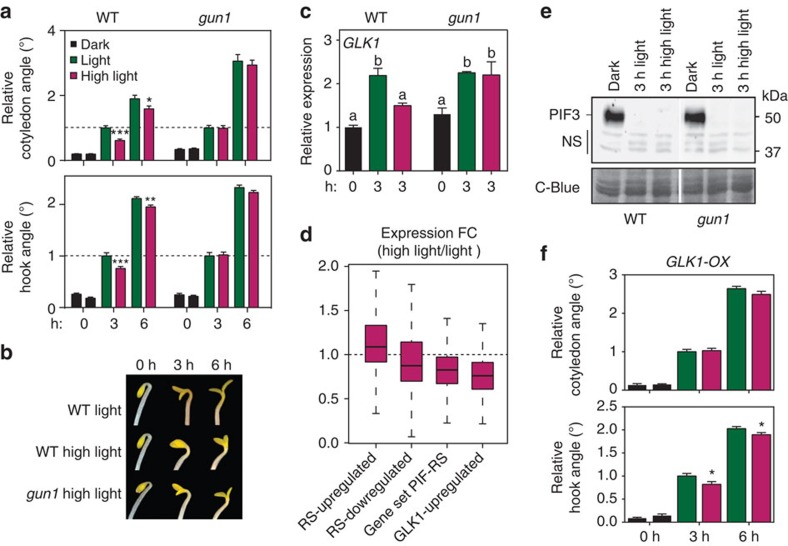
High-intensity light induces GUN1-facilitated RS and inhibits PIF-mediated early light-induced deetiolation. (**a**) Hook unfolding and cotyledon separation were significantly slower in dark-grown WT seedlings after 3 and 6 h of high light treatment (purple) compared with light (green), while *gun1* mutant seedlings were insensitive to high light and deetiolated at the same rate in both light and high light. Values for each genotype are expressed relative to the corresponding value in light at 3 h set at one (*n*⩾65). (**b**) Visual phenotype of representative seedlings in **a**. (**c**) Light-induction of *GLK1* in dark-grown WT seedlings is significantly reduced in high light (purple) compared with light (green), while *gun1* mutant seedlings are insensitive to high light and reached similar levels of *GLK1* induction in light and high light. Data are the means±s.e.m. of biological triplicates (*n*=3). Different letters denote the statistically significant differences among means (Tukey-b test). (**d**) Fold-change expression between WT seedlings grown in high light and light for the following gene sets: RS-upregulated^27^, RS-downregulated^27^, Gene-Set PIF-RS and GLK1-upregulated^17^. Data were obtained from ref. 35. (**e**) PIF3 protein levels in WT and *gun1* dark-grown seedlings were below level of detection after 3 h in light or in high light. (**f**) *GLK1-OX* seedlings were largely insensitive to high light and deetiolated similarly in both light (green) and high light (purple; *n*⩾45). In **a** and **f**, error bars represent s.e.m. and the statistically significant differences between light treatments at each time point by Student's *t*-test are shown (*P<0.05; **P<0.01 and ***P<0.001). The experiments were repeated two times with similar results. C-blue, coomassie blue; NS, non-specific bands.

**Figure 6:**
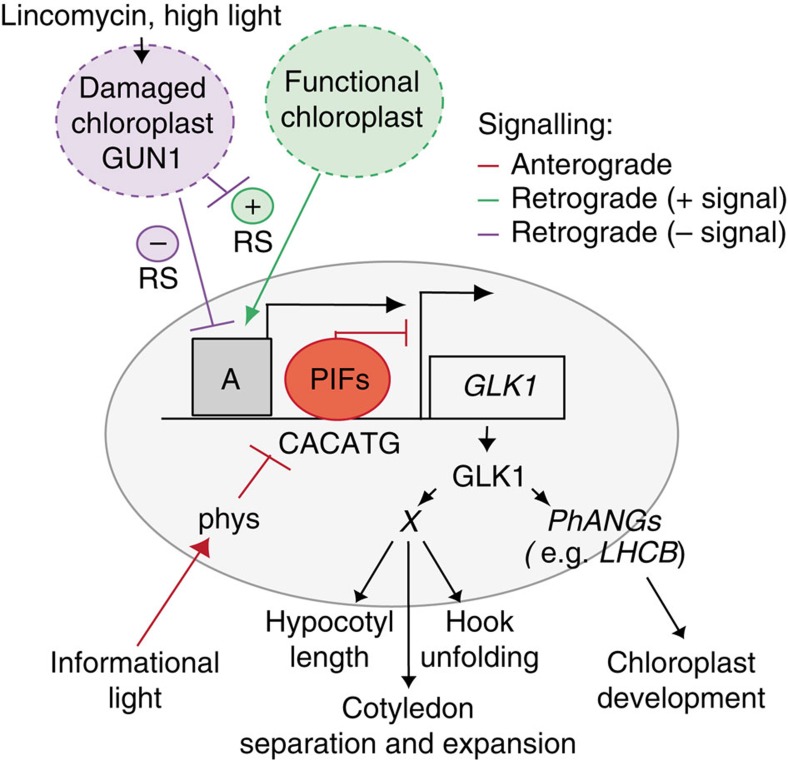
Antagonistic actions of PIF-mediated light signalling and GUN1-mediated plastid RS in regulating photomorphogenesis. PIFs bind to the *GLK1* promoter through a PBE motif (CACATG)^16^ to directly repress *GLK1* expression in the dark. Unknown transcriptional activator(s) represented by A sits on the promoter constitutively poised to activate *GLK1* expression. In response to the informational light signals, activated phytochromes induce degradation of the PIFs, triggering the derepression of *GLK1* expression, driven by A. In turn, *GLK1* directly induces expression of photosynthesis-associated nuclear genes (*PhANGs*)^17^, and of one or more putative ‘*Gene(s) X*' that implement other aspects of photomorphogenesis. If chloroplast integrity is disrupted by lincomycin or high light, a negative retrograde signal ((−) RS) emitted by dysfunctional chloroplasts induces GUN1-mediated repression of *GLK1* expression by repressing the effectiveness of A. Alternatively, functionally intact chloroplasts might produce a positive RS ((+) RS) necessary for the expression and/or activity of A, that is disrupted in a GUN1-facilitated manner when chloroplast function is altered.

# Supplementary material for: Phytochrome and retrograde signalling pathways converge to antagonistically regulate a light-induced transcriptional network
**Source:** Nat Commun. 2016 May 6;7:11431. doi: 10.1038/ncomms11431
**Supplement:** Supplementary Figures and Note — Supplementary Figures 1-28 and Supplementary Note 1

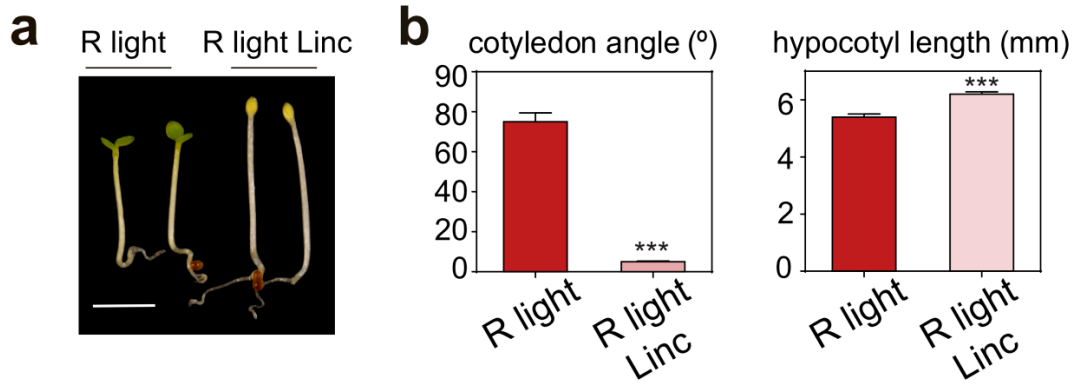

**Supplementary Fig. 1. Retrograde signals (RS) from the chloroplast suppress seedling deetiolation under continuous Red light.** (a) Lincomycin treatment prevents Arabidopsis seedling deetiolation in continuous red (R) light. Wild-type seedlings were grown for 3 days in the light in the absence (R Light) or presence (R Light Linc) of lincomycin. Scale bar corresponds to 2.5 mm. (b) Cotyledon angle and hypocotyl length of seedlings grown as in (a). Error bars represent SE of two independent experiments, each with  $n \geq 30$ . Asterisks indicate statistically significant differences from red light-grown WT seedlings by Student's  $t$  test ( $P < 0.001$  (\*\*\*)).

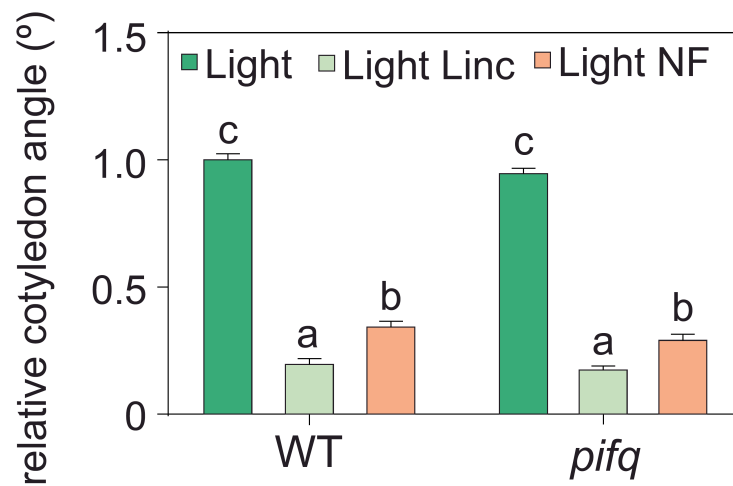

**Supplementary Fig. 2. Norflurazon treatment suppresses seedling deetiolation under light conditions.** Cotyledon angle of wild-type (WT) and *pifq* seedlings grown for 3 days in the light in the absence (Light) and presence of either lincomycin (Light Linc) or norflurazon (Light NF). Values were normalized to the WT light-grown seedlings. Error bars represent SE of 25 seedlings. The experiment was repeated two times with similar results. Different letters denote statistically significant differences among means by Tukey-b's test ( $P < 0.05$ ).

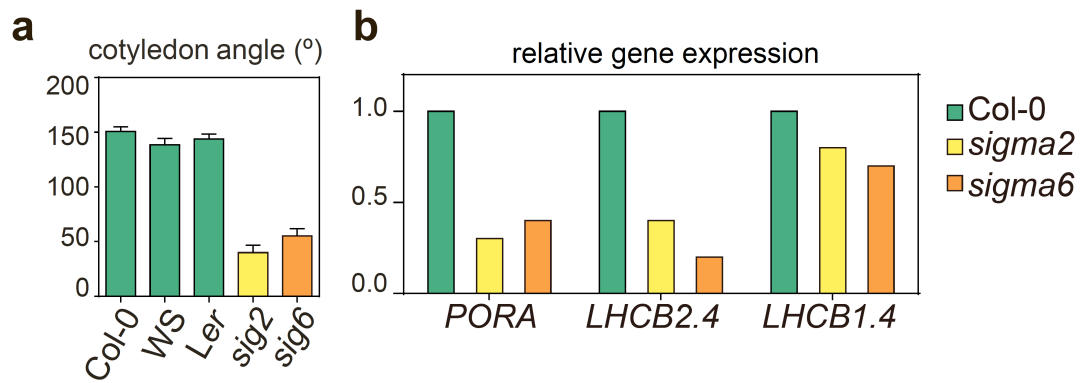

**Supplementary Fig. 3. Mutations in *SIGMA2* and *SIGMA6*, known to activate chloroplast retrograde signaling, suppress seedling deetiolation in light. (a)**

Cotyledon angle of wild-type Col-0, WS, and *Ler* seedlings, and *SIGMA2* (*sig2*) and *SIGMA6* (*sig6*) mutant seedlings grown for 3 days in white light. Error bars represent SE of two independent experiments, each with  $n \geq 20$ . The background ecotypes for *sig2* and *sig6* mutants are WS and *Ler* respectively (see Methods). **(b)** Expression of representative plastid retrograde signaling marker genes *PORA*, *LHCB2.4* and *LHCB1.4* in light-grown Col-0, *sig2* and *sig6* seedlings relative to the Col-0 value set as one. Data are from <sup>27</sup>.

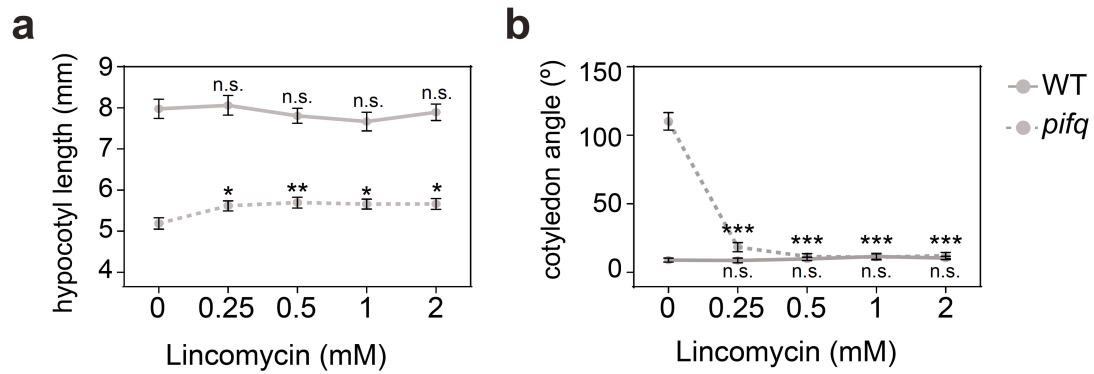

**Supplementary Fig. 4. Dose-dependent reversion of the constitutive photomorphogenic phenotype of dark-grown *pifq* seedlings by lincomycin.**

Hypocotyl length (**a**) and cotyledon angle (**b**) of 3-day-old dark-grown WT and *pifq* seedlings in the presence of increasing lincomycin concentrations as indicated. Error bars represent SE, (n at each point  $\geq 30$ ). Asterisks indicate statistically significant differences in each genotype from the 0 mM lincomycin point by Student's *t* test ( $P < 0.05$  (\*);  $P < 0.01$  (\*\*);  $P < 0.001$  (\*\*\*); n.s., not significant).

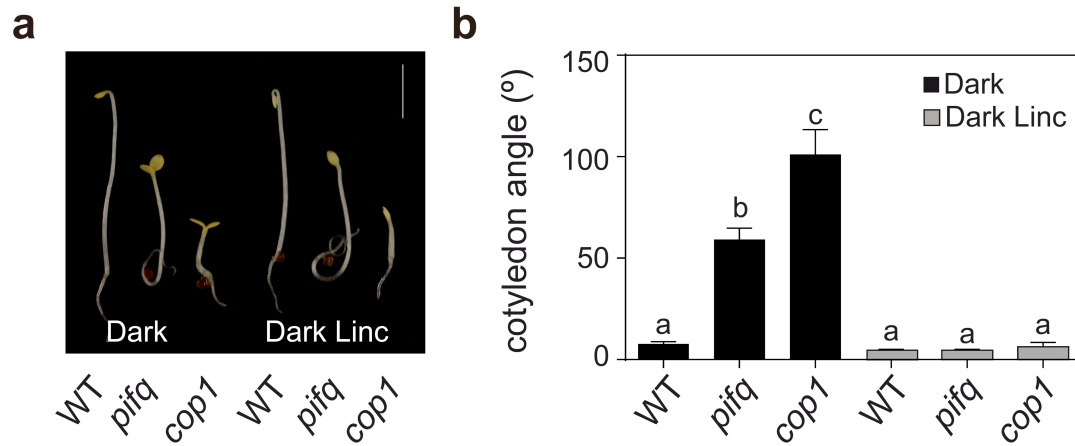

**Supplementary Fig. 5. Retrograde signals from the chloroplast suppress the constitutive photomorphogenic phenotype of *pifq* and *cop1* seedlings in the dark.**

**(a)** Wild-type, *pifq* and *cop1-4* seedlings were grown for 3 days in the dark in the absence (Dark) or presence (Dark Linc) of lincomycin. Scale bar corresponds to 2.5 mm (left). **(b)** Cotyledon angle of seedlings grown as in (a). Error bars represent SE ( $n \geq 30$ , except for *cop1* where  $n=7$ ). The experiment was repeated three times with similar results. Different letters denote statistically significant differences among means by Tukey-b's test ( $P < 0.05$ ).

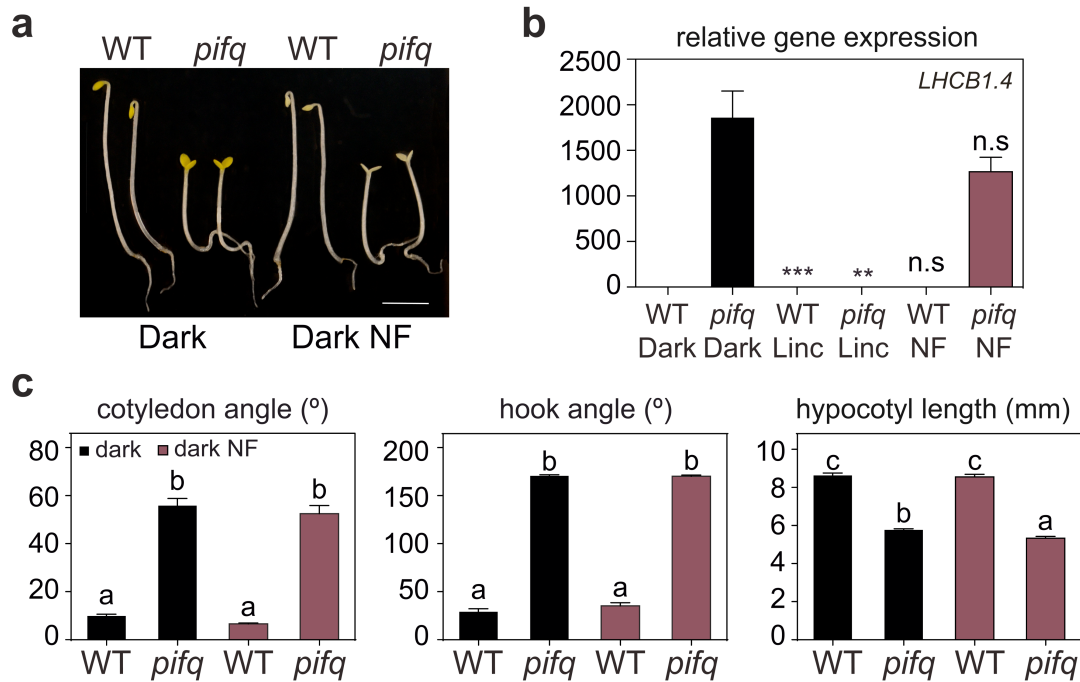

**Supplementary Fig. 6. Norflurazon treatment does not affect the development of dark-grown seedlings.** (a) Wild-type and *pifq* seedlings were grown for 3 days in the dark in the absence (Dark) or presence (Dark NF) of norflurazon. (b) Expression of *LHCBI.4* was analyzed by qRT-PCR in 3-day-old WT or *pifq* seedlings grown for 3 days in the dark in the absence (Dark) and presence of either lincomycin (Linc) or norflurazon (NF). Values were normalized to *PP2A*, and expression levels are expressed relative to WT dark set at one. Data are the means  $\pm$  SE of technical triplicates. n.s indicate not statistically significant differences of norflurazon treatment in each genotype by Student's *t* test ( $P < 0.01$  (\*\*);  $P < 0.001$  (\*\*\*); n.s., not significant). (c) Cotyledon and hook angle, and hypocotyl length of seedlings grown as in (a). Error bars represent SE of two independent experiments ( $n \geq 25$ ). Different letters denote statistically significant differences among means by Tukey-b's test ( $P < 0.05$ ).

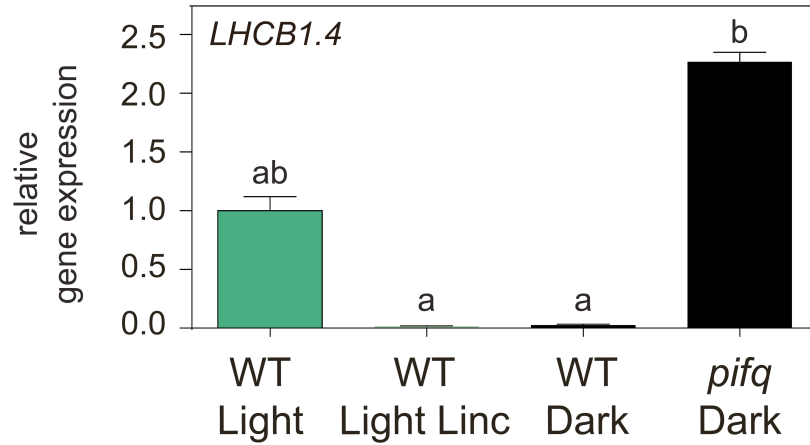

**Supplementary Fig. 7. Lincomycin treatment represses induction of *LHCb1.4* in continuous white light to levels similar to dark.** Expression of *LHCb1.4* was analyzed by qRT-PCR in 3-day-old WT or *pifq* seedlings grown in the absence of lincomycin in the dark (Dark), in continuous white light (Light), or in the presence of lincomycin in continuous white light (Light Linc). Values were normalized to *PP2A*, and expression levels are expressed relative to WT light set at one. Data are the means  $\pm$  SE of biological triplicates. Different letters denote statistically significant differences among means by Tukey-b's test ( $P < 0.05$ ).

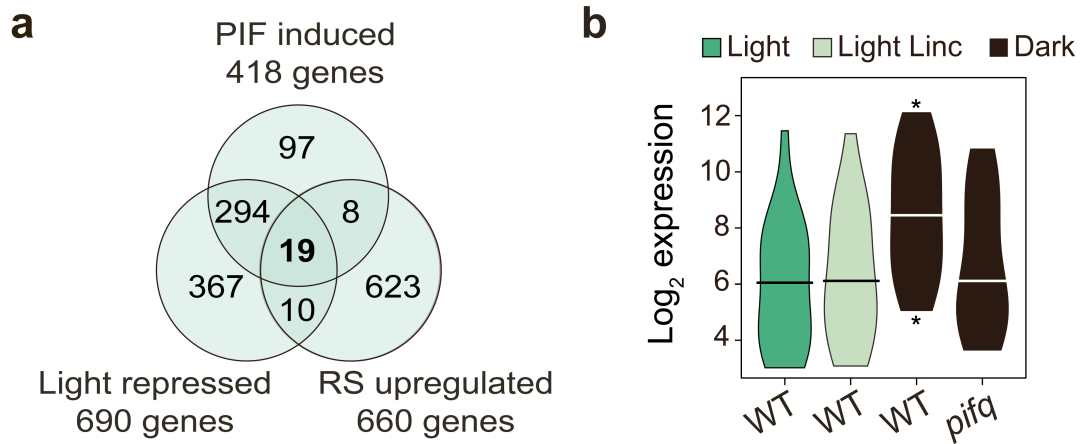

**Supplementary Fig. 8. Retrograde signaling is a minor regulator of the expression of light-repressed PIF-induced genes.** (a) Venn diagram showing poor overlap among RS-upregulated<sup>27</sup>, light-repressed<sup>11</sup>, and PIF-induced<sup>11</sup> genes. The list of genes that belongs to each subgroup is provided in Supplementary Data 1. (b) Violin plot representation of mRNA levels of the 19 overlapping genes shown in (a) in 2 day-old dark-grown WT and *pifq* seedlings (in black), and 5 day-old light-grown WT grown in absence (dark green) or presence (light green) of lincomycin. Statistically significant differences by heteroscedastic *t* test from light-grown WT in the absence or presence of lincomycin are indicated in the upper and lower part respectively ( $P < 0.05$  (\*)). Data were obtained from<sup>11,23</sup>.

### PIF-repressed (521 genes)

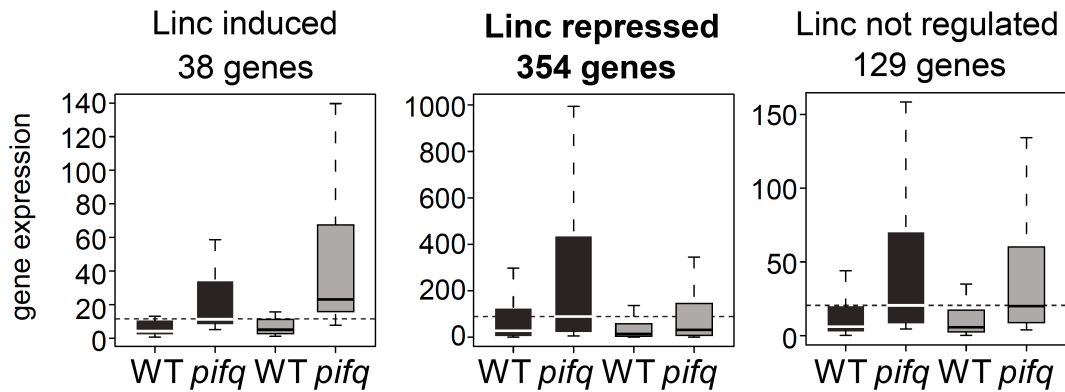

### PIF-induced (1826 genes)

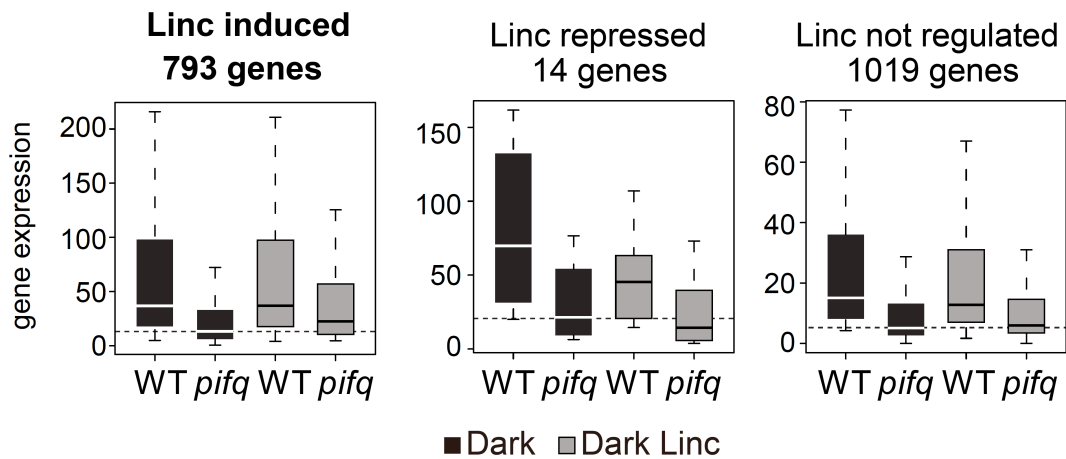

**Supplementary Fig. 9. Lincomycin and PIFs regulate gene expression in the same direction.** Transcript levels of 521 SSTF PIF-repressed (top) and 1826 SSTF PIF-induced (bottom) genes in 3 day-old dark-grown WT and *pifq* seedlings in the absence (Dark) (black boxes) or presence (Dark Linc) (gray boxes) of lincomycin. Groups are based on their response to lincomycin: statistically and significantly (SS) induced (left), repressed (center), or not SS regulated by lincomycin (right). *pifq* median in the dark is represented with a black dashed line. The list of genes belonging to each subgroup is provided in Supplementary Data 2. SSTF genes: genes whose expression changed statistically significantly and by at least twofold.

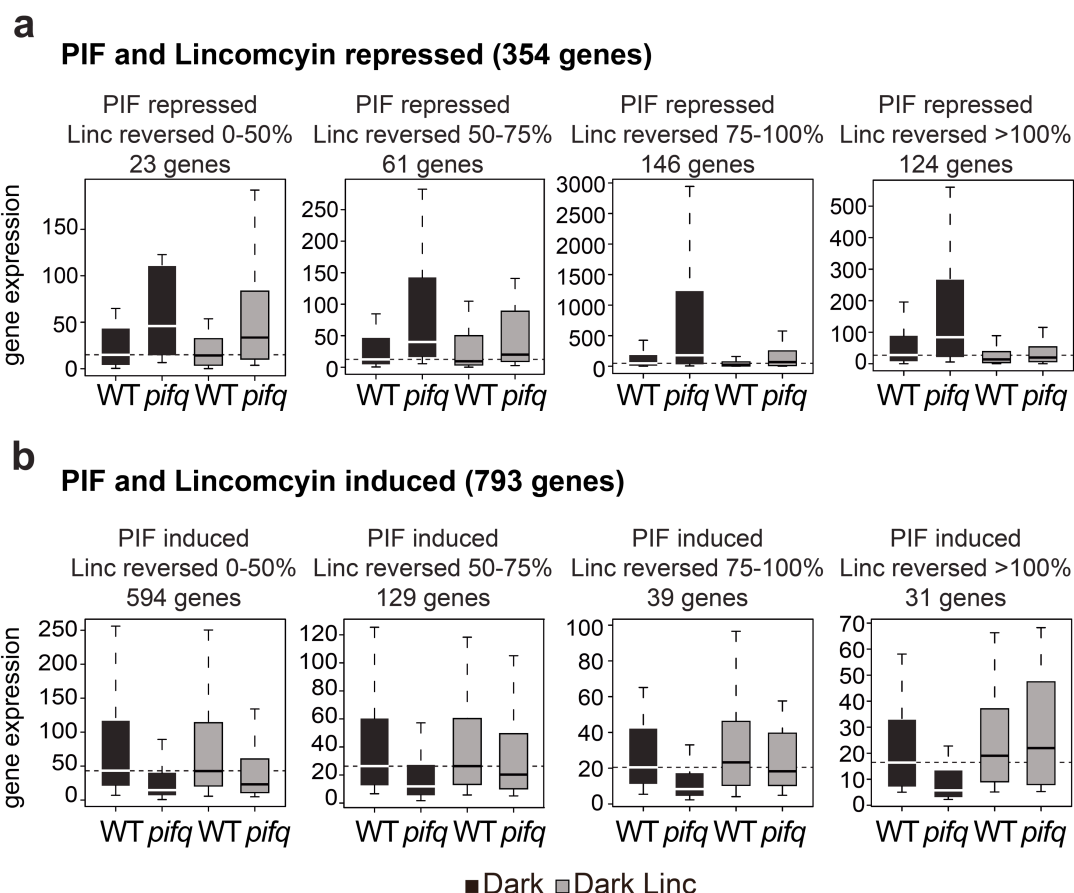

**Supplementary Fig. 10. Lincomycin reversion of PIF-regulated gene expression.**

Transcript levels of genes regulated in the same direction by PIFs (SSTF genes) and lincomycin (SS genes) (described in Supplementary Fig. 9) in 3 day-old dark-grown WT and *pifq* seedlings in the absence (Dark) (black boxes) or presence (Dark Linc) (gray boxes) of lincomycin grouped by the percentage of reversion to WT levels induced by lincomycin: less than 50% (left), between 50 and 75% (middle left), between 75 and 100% (middle right) or more than 100% (right). **(a)** 354 PIF- and lincomycin-repressed genes. **(b)** 793 PIF- and lincomycin-induced genes. 

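The panels of this figure divide the reversed genes by how far lincomycin returned their level in *pifq* to that in WT dark. Reversion is 100 times 1 minus the ratio of the difference between *pifq* dark linc and WT dark to the difference between *pifq* dark and WT dark, computed here on group means of CPM of the library total. Of the 657 PIF-repressed reversed genes, 140 reverted by less than 50%, 112 by 50 to 75%, 200 by 75 to 100% and 205 by more than 100%. Of the 128 PIF-induced reversed genes, 96, 17, 8 and 7 fell in the same classes.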

WT median in the dark is represented by a black dashed line. The list of genes belonging to each subgroup is provided in Supplementary Data 2. SS and SSTF genes: genes whose expression changed statistically significantly (SS) and by at least twofold (SSTF).

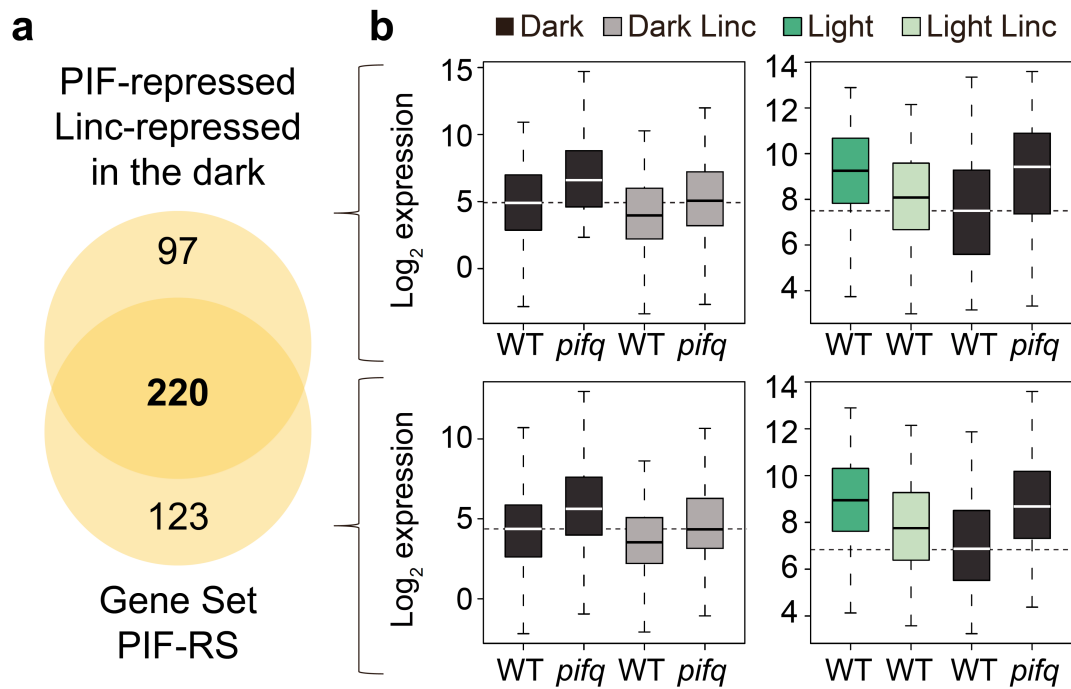

**Supplementary Fig. 11. PIF- and lincomycin-repressed genes in the dark**

**extensively overlap with genes in the PIF-RS gene set. (a)** Venn diagram showing overlap between the 354 PIF- and lincomycin (linc)-repressed gene set (Fig. 2c) in the dark and the 343 genes defined as ‘gene set PIF-RS’ (Fig. 2a). Only 317 out of 354 are present in the ATH1 array and were used here for the comparison. **(b)** Boxplot representation of the transcript levels of the 354 PIF- and lincomycin-repressed genes in darkness (top) and the 343 genes in gene set PIF-RS (bottom), in 3 day-old dark-grown wild type (WT) and *pifq* grown in the absence (dark) or presence (grey) of lincomycin (Linc) (left), and in 5 day-old light-grown WT in absence (dark green) or presence (light green) of lincomycin compared to 2 day-old dark-grown WT and *pifq* (black) (right). 

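The level of Gene-Set PIF-RS was taken as the median of log2(CPM + 1) over its 343 genes in each library. It was 4.43 ± 0.10 (SD, n = 3 libraries) in WT dark, 3.69 ± 0.08 in WT dark linc, 5.66 ± 0.15 in *pifq* dark and 4.39 ± 0.12 in *pifq* dark linc. Every *pifq* dark library was above every WT dark library, a difference of 1.23 (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Lincomycin lowered the median by 1.27 in *pifq* and by 0.74 in WT, with the same exact p of 0.1 each. The difference between *pifq* dark linc and WT dark, −0.04, had an exact permutation p of 0.7 between the groups. Between same-numbered libraries, with a mean r of 0.132, it was −0.07, −0.03 and −0.01 (exact sign-flip permutation p = 0.25, the smallest that 3 pairs allow), and with TMM the difference was 0.02. With TMM-normalized CPM, which moved these medians most, *pifq* dark was 1.60 above WT dark and *pifq* dark linc was 1.58 below *pifq* dark. Paired by replicate number, where same-numbered libraries had a mean r of 0.235 in the dark, the difference between *pifq* dark and WT dark was 1.23 ± 0.06 (SD over 3 pairs, exact sign-flip permutation p = 0.25, the smallest that 3 pairs allow). The corresponding median over the 657 PIF-repressed reversed genes was 4.67 ± 0.10 in WT dark, 4.13 ± 0.03 in WT dark linc, 5.89 ± 0.15 in *pifq* dark and 4.98 ± 0.11 in *pifq* dark linc (SD, n = 3).

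**Figure D7:**
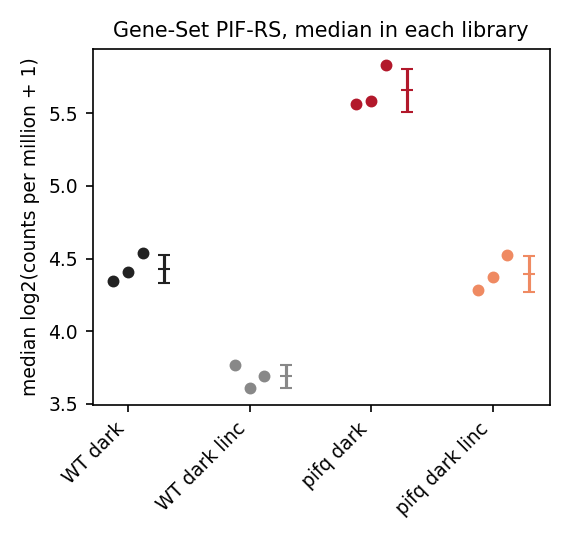
Median log2(CPM + 1) of the 343 genes of Gene-Set PIF-RS in each library (dots), with the mean and SD of 3 libraries (bars). *pifq* dark lies highest at 5.66, and *pifq* dark linc, at 4.39, lies beside WT dark, at 4.43.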

The median value in WT dark is represented by a black dashed line.

Available data for the 343 PIF-RS geneset was obtained from <sup>11,23</sup>.

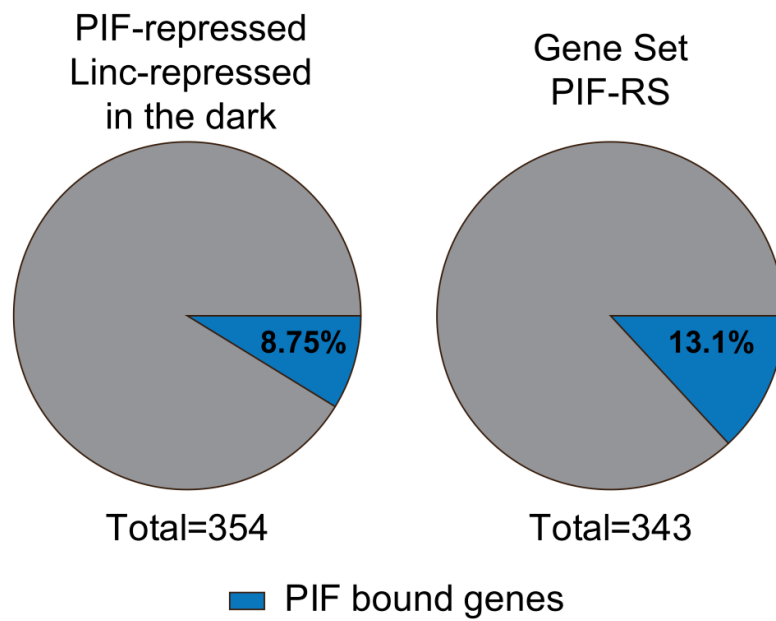

**Supplementary Fig. 12. Percentage of PIF-bound genes in PIF- and RS-repressed genes.** Percentage of PIF-bound genes in the light/PIF and RS co-regulated gene sets described in Fig. 2a, c. Available data was obtained from <sup>16</sup>. The list of PIF-bound genes in each gene set is provided in Supplementary Data 1 and 2.

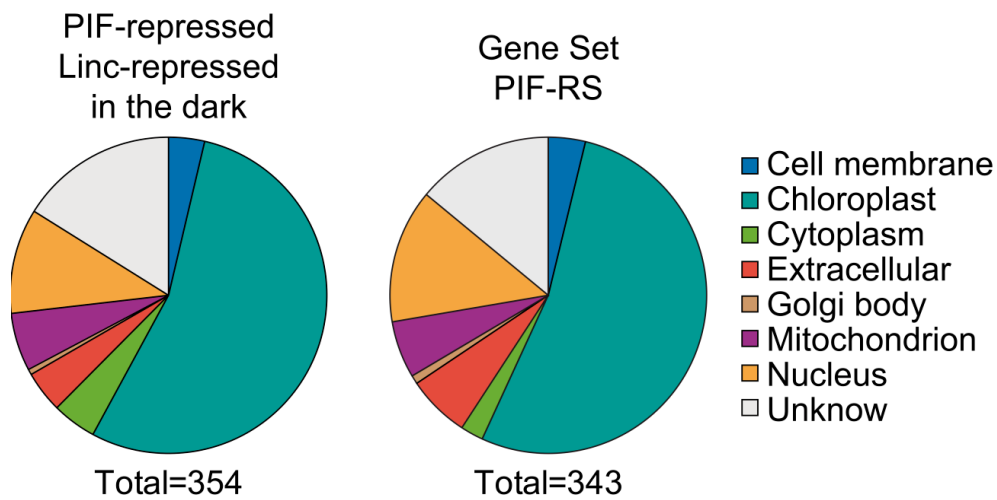

**Supplementary Fig. 13. Subcellular localization of PIF- and RS-repressed genes.**

Subcellular localization of genes in the light/PIF and RS co-regulated gene sets described in Fig. 2a, c, based on Gene Ontology annotations available at TAIR (<http://www.Arabidopsis.org>). Each class is represented as percentage of the total annotated genes. The list of genes belonging to each class is provided in Supplementary Data 1 and 2.

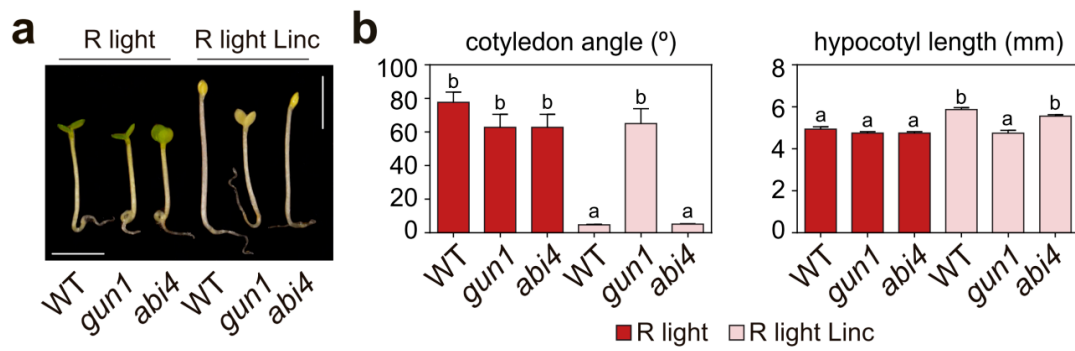

**Supplementary Fig. 14. Mutants in *GUN1* partially deetiolate in the presence of lincomycin under continuous red light.** (a) WT, *abi4*, and *gun1* seedlings were grown for 3 days in continuous red (R) light in the absence (R Light) or presence (R Light Linc) of lincomycin. Scale bar corresponds to 2.5 mm. (b) Cotyledon angle and hypocotyl length of seedlings grown as in (a). Error bars represent SE ( $n \geq 20$ ). The experiment was performed twice independently. Different letters denote statistically significant differences among means by Tukey-b's test ( $P < 0.05$ ).

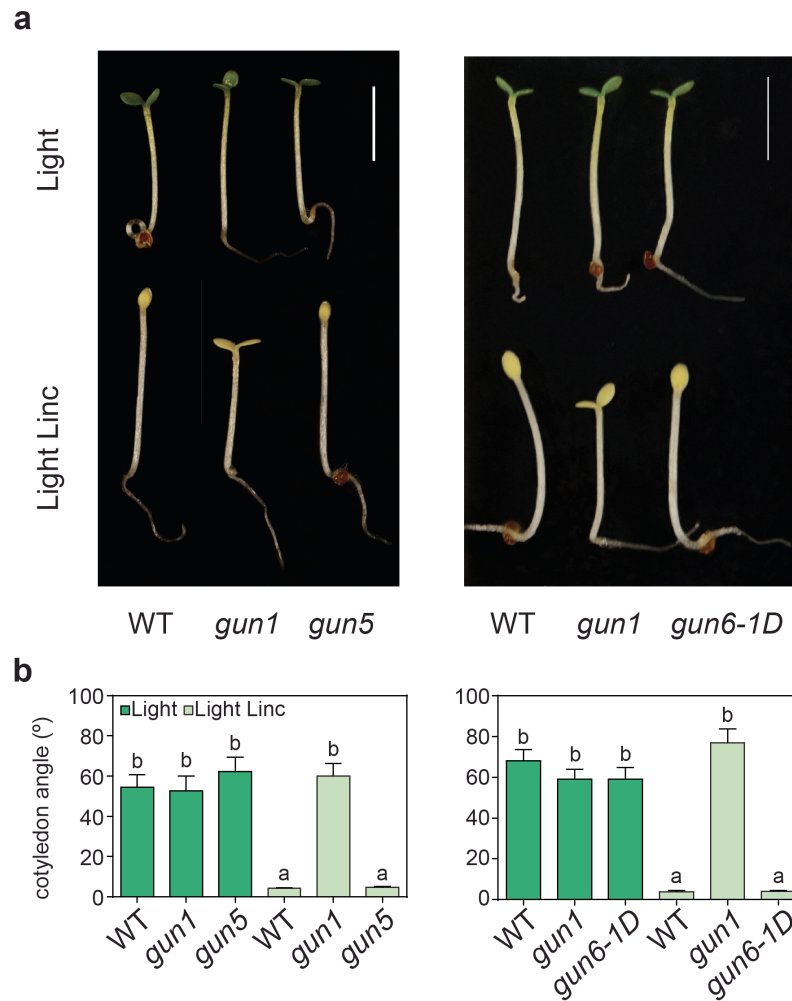

**Supplementary Fig. 15. The response of *gun5* and *gun6* mutants to the presence of lincomycin under continuous light is similar to the wild type. (a)** WT, *gun1*, *gun5* (left) and *gun6-1D* (right) seedlings were grown in continuous white light in the absence (Light) or presence of lincomycin (Light Linc) during three days. Scale bar corresponds to 2.5 mm. **(b)** Cotyledon angle and hypocotyl length of seedlings grown as in (a). Error bars represent SE ( $n \geq 25$ ). The experiment was performed independently three times. Different letters denote statistically significant differences among means by Tukey-b's test ( $P < 0.05$ ).

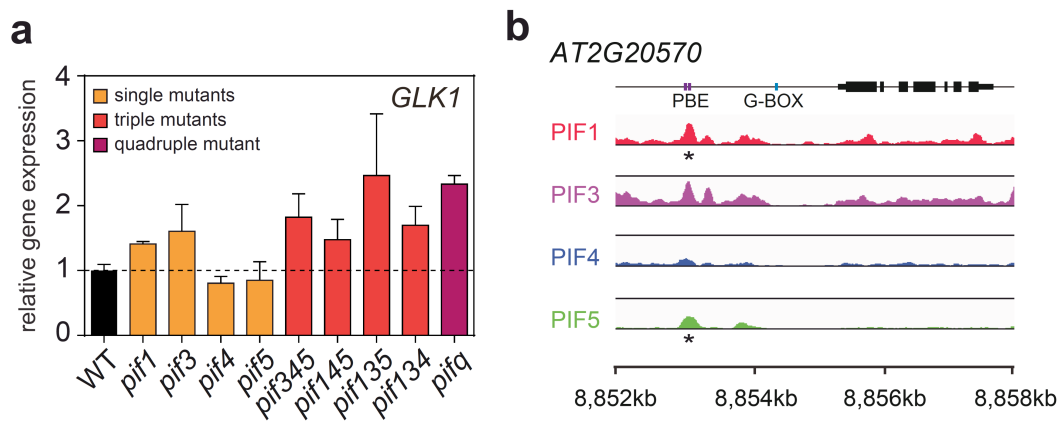

**Supplementary Fig. 16. *GLK1* is a PIF-repressed gene directly targeted by the PIFs.** Compiled ChIP-seq and RNA-seq data identify *GLK1* as a direct target of PIF transcriptional regulation in the dark. **(a)** Mean expression value of *GLK1* in single *pif1*, *pif3*, *pif4*, and *pif5* mutants, in all the triple *pif* mutant combinations, and in *pifq*. Expression levels are expressed relative to the value of the WT (dashed line). RNA-seq data are from <sup>16</sup>. Data are the means  $\pm$  SE of biological triplicates. **(b)** Visualization of ChIP-seq data in the genomic region encompassing the *GLK1* locus. Identified significant binding sites are indicated by an asterisk below the pile-up ChIP-seq tracks, and extends to 200bp around the centered peak summit defined as the binding-peak maximum. G- and PBE-box motifs in the promoter are indicated. Data obtained from <sup>16</sup>. *GLK1* was defined as a PIF4-bound gene by ChIP-qPCR <sup>31</sup> and in a ChIP-seq experiment <sup>32</sup>.

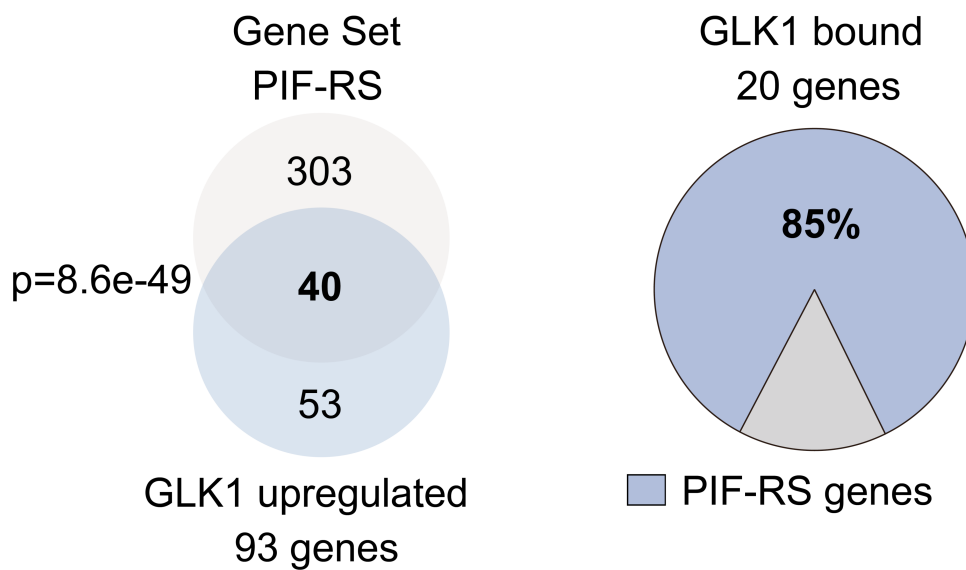

**Supplementary Fig. 17. ‘Gene Set PIF-RS’ is enriched in GLK1-regulated genes.**

(Left) Venn diagram showing the overlap between genes in gene set PIF-RS and genes upregulated by GLK1<sup>17</sup> that have a corresponding probe in the ATH1 array. The significance of the number of PIF-RS genes in the GLK1 upregulated gene set compared to the total population of genes represented on the ATH1 array was assessed by the hypergeometric statistical test. (Right) Pie chart showing the percentage of described GLK1-bound genes<sup>17</sup> that are PIF-RS genes.

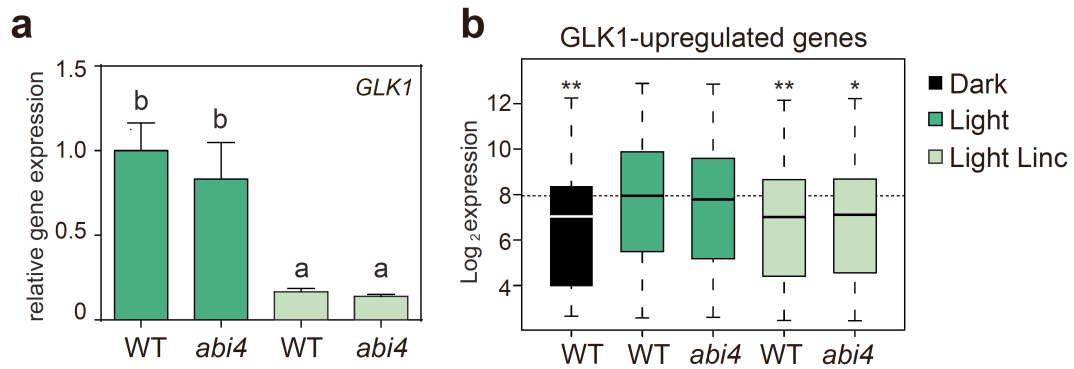

**Supplementary Fig. 18. ABI4 does not regulate expression of *GLK1* or GLK1-regulated transcriptional network.** (a) Expression of *GLK1* analyzed by quantitative RT-PCR in 3-day-old WT and *abi4* seedlings grown in continuous white light in the absence (dark green) or presence (light green) of lincomycin (linc). Values were normalized to *PP2A*, and expression levels are expressed relative to the value of the WT in absence of lincomycin set at one. Data are the means  $\pm$  SE of biological triplicates. Different letters denote statistically significant differences among means by Tukey-b's test ( $P < 0.05$ ). (b) Expression of GLK1-upregulated genes as defined in <sup>17</sup> in WT and *abi4* in the absence (dark green) and presence (light green) of lincomycin. For comparison, values in dark-grown WT are included (black). The value of the median in light-grown WT in the absence of lincomycin is represented by a grey dashed line. Asterisks indicate statistically significant differences from WT Light by heteroscedastic *t* test ( $P < 0.05$  (\*);  $P < 0.01$  (\*\*)). Data obtained from <sup>11, 23</sup>.

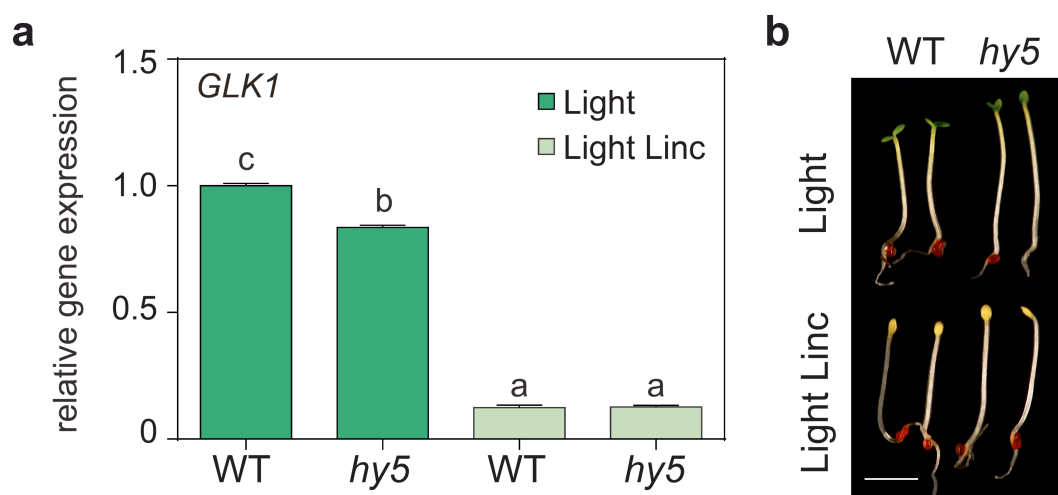

**Supplementary Fig. 19. HY5 does not regulate the expression of *GLK1* in response to lincomycin.** (a) Expression of *GLK1* analyzed by quantitative RT-PCR in 3-day-old WT and *hy5* seedlings grown under continuous white light in the absence (Light) (dark green) or presence (Light Linc) (light green) of lincomycin. Values were normalized to *PP2A*, and expression levels are expressed relative to the value of the WT in absence of lincomycin set at one. Data are the means  $\pm$  SE of biological triplicates. Different letters denote statistically significant differences among means by Tukey-b's test ( $P < 0.05$ ). (b) Visual phenotype of representative seedlings grown as in (a).

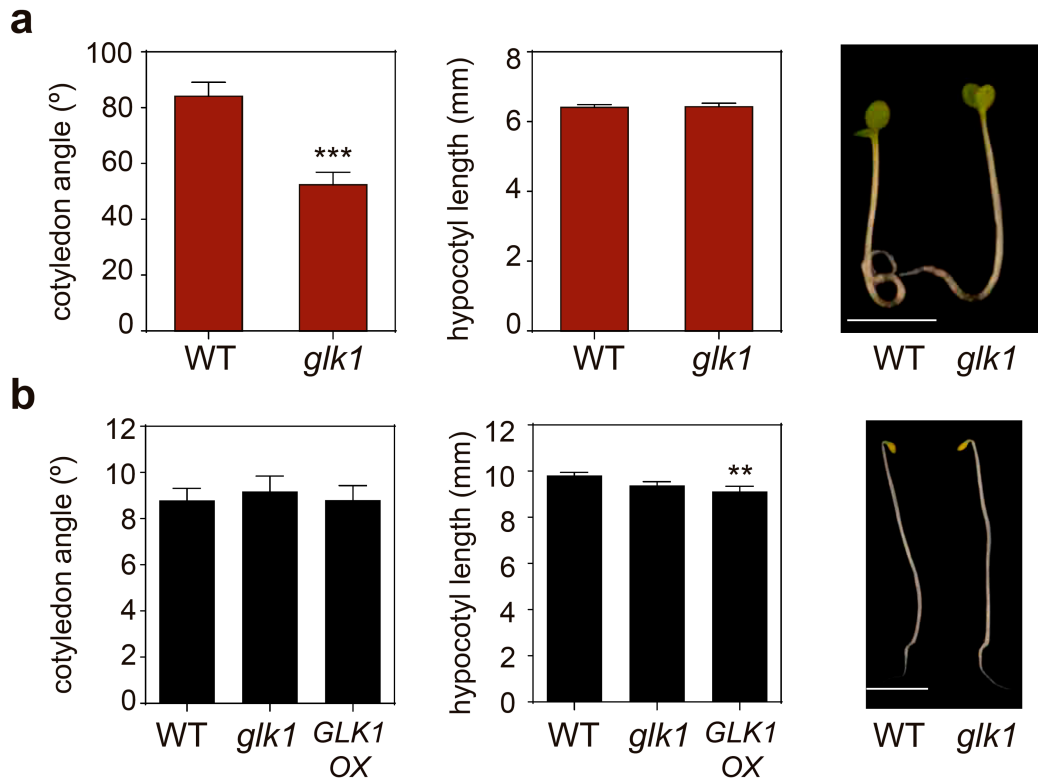

**Supplementary Fig. 20. Phenotype of GLK1-deficient (*glk1*) and -overexpressing lines (*GLK1-OX*) under continuous red light and/or dark. (a)** GLK1 induces cotyledon aperture under continuous red light. Cotyledon angle (left), hypocotyl length (middle), and visual phenotype (right) of 3 day-old wild type (WT) and *glk1* grown under continuous red light. **(b)** *glk1* and *GLK1-OX* display a phenotype similar to WT in the dark. Cotyledon angle (left) and hypocotyl length (middle) of 3 day-old WT, *glk1*, and *GLK1-OX* seedlings grown in the dark. Visual phenotype of 3 day-old WT and *glk1* grown under dark (right). Error bars represent SE of two independent experiments ( $n \geq 20$ ). Asterisks indicate statistically significant differences from the corresponding WT by Student's t test ( $P < 0.01$  (\*\*);  $P < 0.001$  (\*\*\*)). Scale bar represents 2.5 mm.

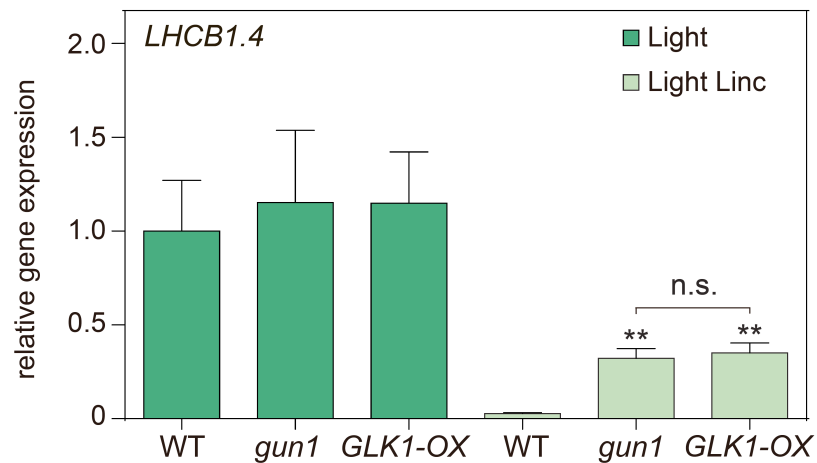

**Supplementary Fig. 21. *GLK1-OX* is a *gun* (genome uncoupled) mutant in response to lincomycin.** Expression of *LHCb1.4* analyzed by quantitative RT-PCR in 3-day-old WT, *gun1*, and *GLK1-OX* seedlings grown under continuous white light in the absence (Light) (dark green) or presence (Light Linc) (light green) of lincomycin. Values were normalized to *PP2A*, and expression levels are expressed relative to the value of the WT in absence of lincomycin set at one. Data are the means  $\pm$  SE of biological triplicates. Asterisks indicate statistically significant differences by Student's *t* test from their corresponding WT, or comparing *gun1* and *GLK1-OX* Light Linc samples. ( $P < 0.01$  (\*\*); n.s., not significant).

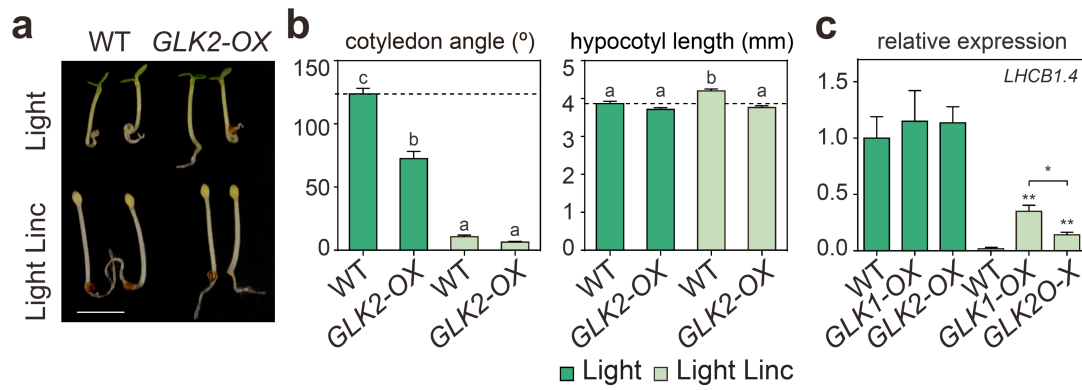

**Supplementary Fig. 22. GLK2 regulation of photomorphogenesis in response to lincomycin treatment.** (a) Light-induced deetiolation of seedlings overexpressing *GLK2* is blocked by lincomycin, similarly to WT and in contrast to *GLK1-OX*. Wild-type and *GLK2-OX* seedlings were grown for 3 days in white light in the absence (Light) or presence (Light Linc) of lincomycin. Scale bar corresponds to 2.5 mm. (b) Cotyledon angle and hypocotyl length of seedlings grown as in (a). Error bars represent SE of two independent experiments (n≥30). Different letters denote statistically significant differences among means by Tukey-b's test (P < 0.05). The small but significant hypocotyl elongation displayed by WT seedlings in response to lincomycin is absent in *GLK2-OX*, and might indicate that *GLK2-OX* is insensitive to lincomycin for hypocotyl elongation. (c) *LHCBI.4* expression is not completely repressed by lincomycin in *GLK2-OX* compared to WT. Expression of *LHCBI.4* analyzed by quantitative RT-PCR in 3-day-old WT, *GLK1-OX*, and *GLK2-OX* seedlings grown under continuous white light in the absence (Light) (dark green) or presence of lincomycin (Light Linc) (light green). Values were normalized to *PP2A*, and expression levels are expressed relative to the value of the WT in absence of lincomycin set at one. Data are the means ± SE of biological triplicates. Asterisks indicate statistically significant differences by Student's *t* test from their

corresponding WT, or between *GLK1-OX* and *GLK2-OX* Light Linc samples ( $P < 0.05$  (\*);  $P < 0.01$  (\*\*); n.s., not significant).

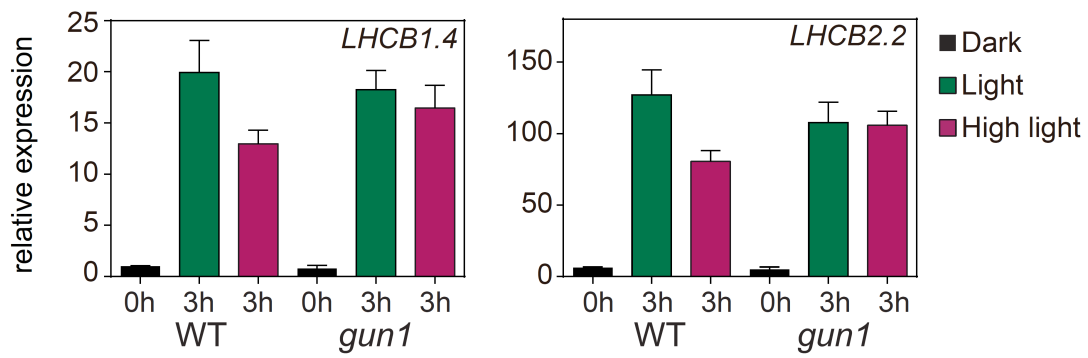

**Supplementary Fig. 23. High light triggers GUN1-mediated RS during early seedling deetiolation.** Light-induced expression of *LHCBI* genes is reduced when seedlings are exposed to High light in a GUN1-dependent manner. Transcript levels of *LHCBI.4* (left) and *LHCBI.2* (right) analyzed by quantitative qRT-PCR in 2-day-old dark-grown WT and *gun1* seedlings transferred for 3 h to white light (Light) (green) or High light (purple). Controls were harvested in the dark at time 0 (black). Values were normalized to *PP2A* and expression levels are expressed relative to WT dark set at one. Data are the means  $\pm$  SE of biological quadruplicates.

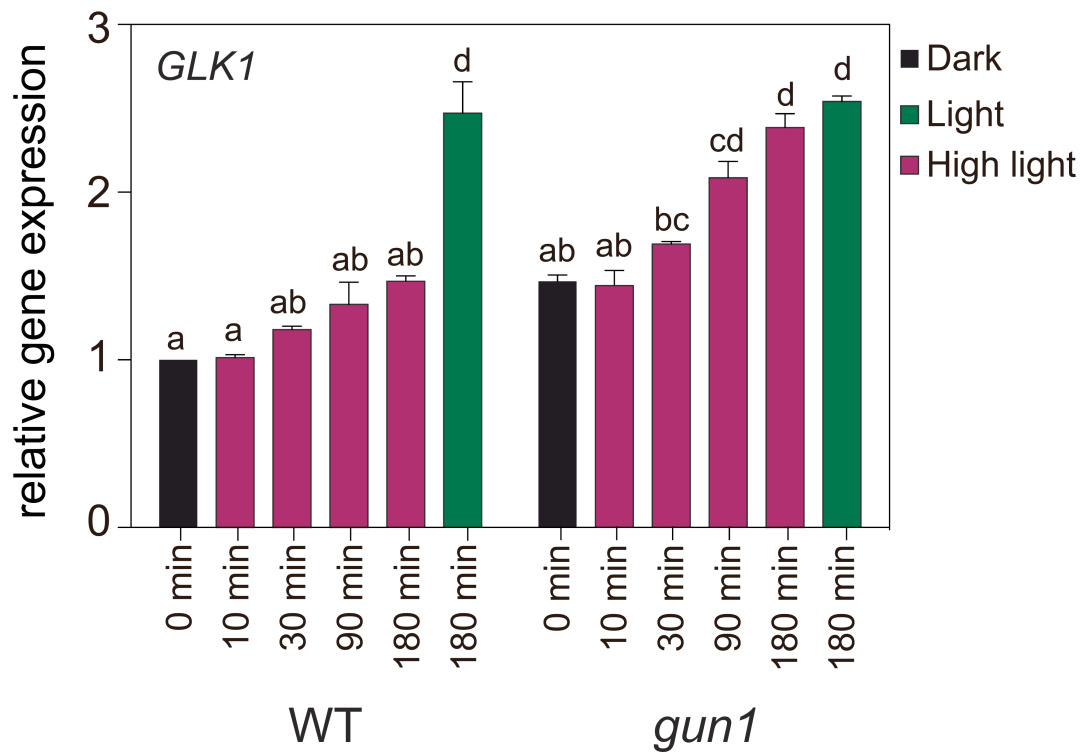

**Supplementary Fig. 24. High-intensity light induces GUN1-facilitated repression of *GLK1* expression.** Time course induction of *GLK1* expression after 10, 30, 90, and 180 minutes (min) of High light (purple) treatment in 2 day-old dark-grown WT and *gun1* seedlings. Values after 180 min of low Light (green) are shown as reference. Error bars represent SE of two independent experiments (n=3). Different letters denote statistically significant differences among means by Tukey-b's test (P < 0.05).

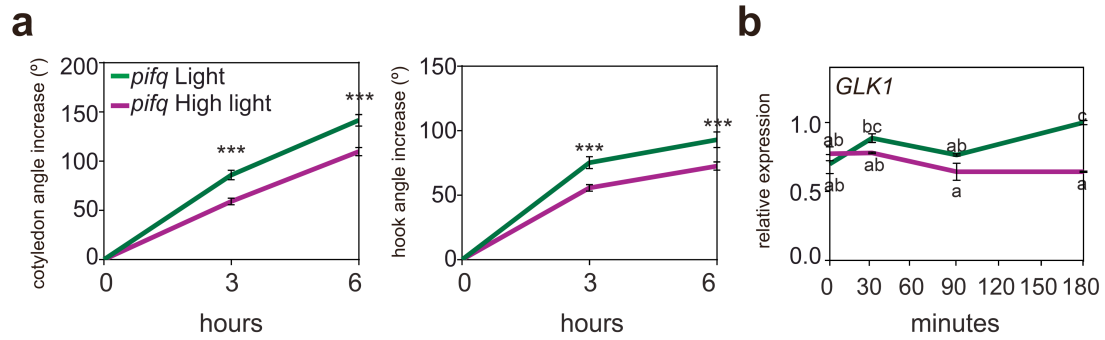

**Supplementary Fig. 25. Response kinetics of dark-grown *pifq* seedlings to high light.** (a) Cotyledon separation (left) and hook unfolding (right) in dark-grown *pifq* seedlings after 3 and 6 hours of High light treatment (purple) compared to low Light (green). Quantification of differences in cotyledon separation (left) and hook aperture (right) was calculated in single seedlings between different time points. Data represent the means  $\pm$  SE ( $n \geq 40$ ). Asterisks indicate statistically significant differences between mean values by Student's *t* test at each time point ( $P < 0.001$  (\*\*\*)). (b) Expression of *GLK1* analyzed by quantitative RT-PCR during a 180 minute time course in 2-day-old dark-grown *pifq* seedlings transferred for 3 hours to low white light (Light) (green) or High light (purple). Values were normalized to *PP2A*, and expression levels are expressed relative to the value of the *pifq* grown in the light for 180 minutes. Data are the means  $\pm$  SE of biological duplicates. Asterisks indicate statistically significant differences by Student's *t* test ( $P < 0.05$ ).

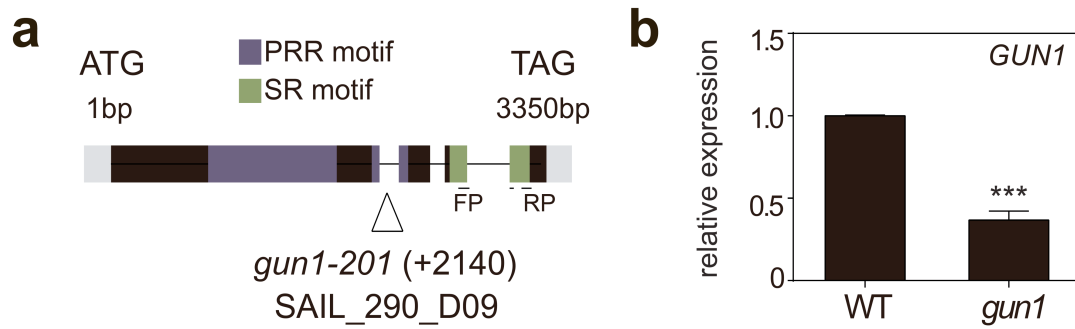

**Supplementary Fig. 26. *gun1-201* mutant.** (a) Map of the *GUN1* gene. The T-DNA insert in *gun1-201* (SAIL\_290\_D09) is indicated at position +2140 base pairs relative to the ATG. The pentatricopeptide repeat PPR and the small mutS-related domain SMR are indicated as previously described<sup>23</sup>. Position of forward (FP) and reverse (RP) primers used in (b) are also indicated. (b) Quantitative RT-PCR analysis of expression of the distal region downstream of the T-DNA insertion of *GUN1* in *gun1-201* using the primers indicated in (a). Values were normalized to *PP2A*, and data are the means  $\pm$  SE of biological triplicates. Asterisks indicate statistically significant differences by Student's *t* test ( $P < 0.001$  (\*\*\*)).

|                        | SSTF Lincomycin repressed | SSTF Lincomycin induced |
|------------------------|---------------------------|-------------------------|
| Dark-grown WT          | 161 genes (75%)           | 73 genes (65%)          |
| Dark-grown <i>pifq</i> | 384 genes (81%)           | 581 genes (37%)         |

**Supplementary Fig. 27. Lincomycin-regulated genes in dark-grown WT and *pifq* seedlings.** Number of SSTF genes in 3-day-old dark-grown WT (top) and *pifq* (bottom) seedlings regulated by lincomycin as identified by RNA-seq transcriptomic profiling (see Supplementary Note 1). Percentage represents the overlap between Lincomycin-regulated genes that were either repressed (left) or induced (right), excluding genes that are not present in ATH1 array, and the previously reported Retrograde Signaling regulated genes<sup>27</sup>. SSTF: genes whose expression changed statistically significantly and by at least twofold. The list of genes belonging to each class is provided in Supplementary Data 3.

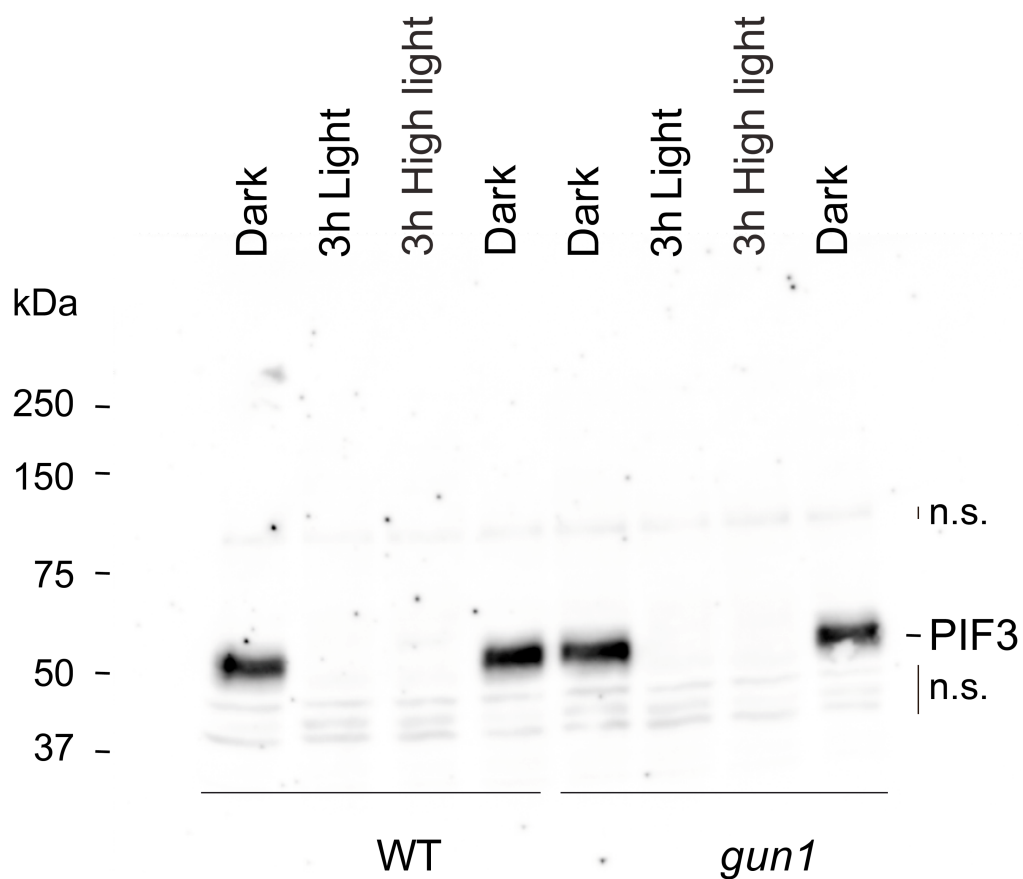

**Supplementary Fig. 28. Endogenous PIF3 protein levels in WT and *gun1*.** PIF3 protein levels in dark-grown WT and *gun1* seedlings were below level of detection after 3 h in Light or in High light. The uncropped western blot corresponds to the cropped blot shown in Fig. 5e. n.s., non-specific bands.

## Supplementary Note 1

### RNA-seq transcriptomic analysis of seedlings grown in the presence of lincomycin

We performed RNA-seq analysis of 3 day-old dark-grown *pifq* and WT seedlings grown in presence or absence of lincomycin. First, we compared the lincomycin effect in gene expression in both WT and *pifq* genotypes to define genes statistically significant two-fold (SSTF) regulated in response to lincomycin treatment. In WT seedlings (WT Lincomycin VS WT), we identified 161 SSTF genes repressed by lincomycin and 73 SSTF genes that were induced by lincomycin, and in *pifq* seedlings (*pifq* Lincomycin VS *pifq*) we identified 384 genes repressed by lincomycin whereas 581 were induced (Supplementary Fig. 27). 

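In WT, 135 SSTF genes were repressed and 73 induced by lincomycin among 13455 genes tested, and 153 and 74 with the replicate number as a block (mean r of same-numbered libraries 0.253 over 3 pairs). In *pifq*, 596 SSTF genes were repressed and 183 induced among 13142 genes tested, 23.5% of them induced, and 606 and 189 with the block (mean r = 0.425). Library totals in place of TMM moved the median log2 fold change of all genes in *pifq* to 0.33, and the same test then called 385 repressed and 563 induced genes, 59.4% of them induced. In WT, library totals gave 136 and 66 genes. Of the 135 genes repressed in WT, 133 were on the paper's list of 161 for that comparison. Of the 596 genes repressed in *pifq*, 383 were on the paper's list of 384, and all 183 induced genes were on its list of 581. With library totals, 382 of the 385 repressed and 559 of the 563 induced genes in *pifq* were on these lists.

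The largest falls in WT were those of *CA1* (AT3G01500), from 124.1 ± 12.5 to 3.86 ± 0.975 normalized CPM (SD, n = 3, adjusted p = 1.78e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *LHCB2.4* (AT3G27690), with a log2 fold change of −4.62 (standard error 0.17, adjusted p = 1.78e-10), and *CAB1* (AT1G29930), with −4.44 (standard error 0.27, adjusted p = 3.09e-08). *CAB1* shares at least 90% identity in its 3′ end with 4 other genes, between which the counting could have split reads. The largest rises in WT were those of *EMB2729* (AT3G20440), 3.34 on the log2 scale (standard error 0.31, adjusted p = 4.09e-06), *EMB3120* (AT3G14900), 2.78 (standard error 0.24, adjusted p = 1.95e-06), and *CPZ* (AT2G04530), 2.01 (standard error 0.20, adjusted p = 6.44e-06). In *pifq*, *LHCB2.4* fell by 7.65 on the log2 scale (standard error 0.29, adjusted p = 5.44e-09), and *BBX16* (AT1G73870), with at most 3 counts per *pifq* dark linc library, was at least 65.5-fold lower. AT1G30170, with at most 2 counts per *pifq* dark library, was at least 26.5-fold higher in *pifq* dark linc. AT2G21640 rose by 2.81 on the log2 scale in *pifq* (standard error 0.13, adjusted p = 2.03e-08) and AT3G18530, which shares at least 90% identity in its 3′ end with 1 other gene, by 2.94 (standard error 0.31, adjusted p = 2.00e-05).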

To correlate these changes in nuclear gene expression with the activation of retrograde signaling (RS), we compared these lincomycin-responsive genes with genes described previously as RS-responsive<sup>27</sup>. We observed a large overlap between RS-repressed genes and lincomycin-repressed genes in both WT (75%) and *pifq* (81%), and between RS-induced genes and lincomycin-induced genes in WT dark grown seedlings (65%), whereas only 37% of lincomycin-induced genes in *pifq* overlapped with previously described RS-induced genes (Supplementary Fig. 27). This overlap with previously defined RS-responsive genes indicated that retrograde signaling is activated in our conditions in the dark in the presence of lincomycin.

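Of the 135 SSTF genes repressed by lincomycin in WT, 98 (72.6%) were on the paper's RS-downregulated list, and of the 596 repressed in *pifq*, 381 (63.9%). Of the 73 SSTF genes induced in WT, 41 (56.2%) were on the RS-upregulated list, and of the 183 induced in *pifq*, 81 (44.3%). On the list of the opposite direction were 2 of the genes repressed in WT, 4 of those repressed in *pifq*, none of those induced in WT and 4 of those induced in *pifq*. On library totals, the shares on the matching lists were 73.5% and 71.4% for genes repressed in WT and *pifq*, and 57.6% and 31.8% for genes induced in them. Replicate blocks gave 65.4%, 63.2%, 55.4% and 43.4% in the same order. Genes absent from the ATH1 array were kept in these shares.

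**Figure D8:**
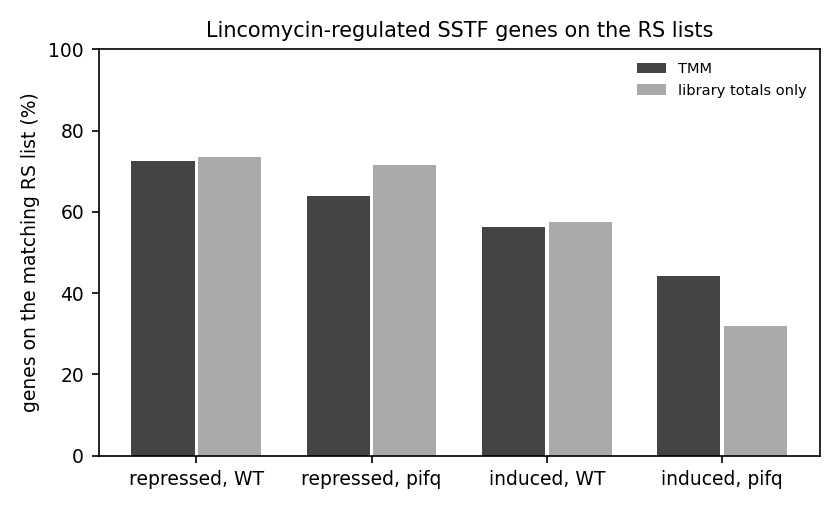
Percentage of the SSTF genes repressed or induced by lincomycin in WT and in *pifq* that are on the paper's RS-downregulated or RS-upregulated list, with TMM normalization (dark) and with library totals only (light). The share ranges from 44.3% to 72.6% with TMM and from 31.8% to 73.5% with library totals.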

To further understand RS function in the suppression of the *pifq* photomorphogenic phenotype, we analyzed the transcriptional response of PIF-regulated genes to lincomycin. We compared expression in *pifq* to WT and identified 521 SSTF PIF-repressed and 1826 SSTF PIF-induced genes. Of the 521 SSTF PIF-repressed genes, 354 genes (67.9%) were statistically and significantly (SS) repressed in response to lincomycin in *pifq* mutants (*pifq* VS *pifq* Linc), 38 genes were SS

induced (7.29%), and 129 (24.76%) did not respond to lincomycin (Supplementary Fig. 9). In addition, of the 1826 SSTF PIF-induced genes, 793 genes (43.4%) were SS induced in response to lincomycin, 14 genes were repressed (0.76%), and 1019 (55.80%) were not lincomycin-regulated (Supplementary Fig. 9). These results showed that lincomycin strongly regulates PIF-regulated genes in the same direction, repressing the expression of PIF-repressed genes and inducing the expression of PIF-induced genes. These genes were called ‘PIF- repressed reversed’ and ‘PIF- induced reversed’ genes respectively.

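Of the 838 PIF-induced SSTF genes, 555 had enough counts in *pifq* to be tested with lincomycin, and 283 fell below the filter, which removes genes that are low in *pifq*. With TMM normalization, 128 were SS-induced (15.3% of 838, 23.1% of those tested), 16 were SS-repressed (1.9% of 838), and 411 were tested and neither. With library totals in place of TMM, 752 of 1744 PIF-induced SSTF genes (43.1%, and 56.1% of the 1341 tested) were SS-induced, 8 (0.5%) SS-repressed and 581 tested and neither. With the replicate number as a block (mean r of same-numbered libraries 0.425 over 3 pairs), 222 were SS-induced and 36 SS-repressed.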

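Among PIF-repressed SSTF genes, 31 of 888 (3.5%) were SS-induced by lincomycin in *pifq* and 200 (22.5%) did not respond. With library totals only, 39 of 525 (7.4%) were SS-induced and 128 (24.4%) did not respond, and with the replicate block 49 were SS-induced. Seen from the lincomycin response, 422 of the 596 SSTF genes repressed in *pifq* (70.8%) were PIF-repressed SSTF genes, and 34 of the 183 induced in *pifq* (18.6%) were PIF-induced SSTF genes.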

Next, we assessed quantitatively the percentage of lincomycin reversion for each of the PIF-regulated reversed genes. To calculate this percentage, we first calculated the lincomycin effect by comparing the difference in expression between dark-grown WT and *pifq* grown in the dark in the presence of lincomycin, with the difference in expression between dark-grown WT and *pifq* grown in the dark in the absence of lincomycin ( $(pifq \text{ Linc-WT}/pifq\text{-WT})$ ), and applied the formula  $(1\text{-lincomycin effect}) \times 100$ . Values of lincomycin reversion similar to 100% indicate that gene expression in *pifq* dark-lincomycin seedlings was equal to the WT dark values. For the 354 PIF-repressed reversed genes, 331 genes (93%) reverted the expression in response to lincomycin more than 50% toward the dark WT level (3 rightmost panels together in Supplementary Fig. 10a), and 270 genes (76.7%) reverted more than 75% (2 rightmost panels together in Supplementary Fig. 10a). 

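Of the 657 PIF-repressed reversed genes, 517 reverted by more than 50% (78.7%, 95% Wilson confidence interval 75.4 to 81.7) and 405 by more than 75% (61.6%, 57.9 to 65.3). The median reversion was 86.7%. The calls used TMM, while the reversion used CPM of the library total. With reversion on TMM-normalized CPM, 89.8% reverted by more than 50% and 69.1% by more than 75%. With genes called on library totals only, a choice made after the values were seen, 333 of 358 genes (93.0%) reverted by more than 50% and 271 (75.7%) by more than 75%. With the replicate number as a block in the calls, these shares were 72.1% and 56.6%.

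**Figure D9:**
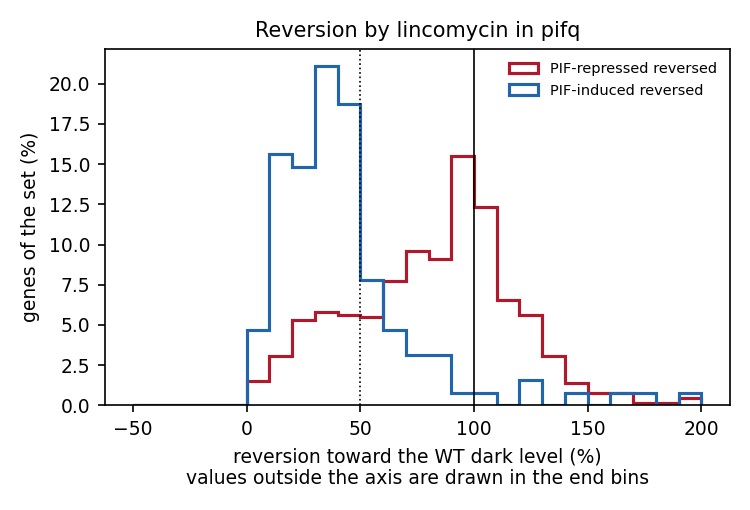
Distribution of the reversion toward the WT dark level, in percent, over the 657 PIF-repressed (red) and the 128 PIF-induced (blue) reversed genes, as a percentage of each set. The dotted line marks 50% and the solid line 100%, and the medians are 86.7% and 37.6%.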

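Of the 128 PIF-induced reversed genes, 32 reverted by more than 50% (25.0%, 95% Wilson confidence interval 18.3 to 33.2) and 15 by more than 75% (11.7%, 7.2 to 18.4). The median reversion of these genes was 37.6%. With genes called on library totals only, 198 of 752 (26.3%) reverted by more than 50%, and with the replicate block in the calls the share was 16.7%.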

For the 793 PIF-induced reversed genes, only 199 genes (25%) reverted the expression more than 50% (3 rightmost panels together in Supplementary Fig. 10b). These results showed that lincomycin strongly restores the *pifq* transcriptome to the WT dark state. We also conclude that lincomycin had a stronger effect reverting *pifq*-gene expression of PIF-repressed genes, which are overexpressed in *pifq*, than of PIF-induced genes.

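The difference between the shares that reverted by more than 50% was 53.7 percentage points between PIF-repressed and PIF-induced reversed genes, on the linear scale of the formula. When reversion was computed on the log2 scale, from log2(CPM + 1), 72.8% of the PIF-repressed and 57.0% of the PIF-induced reversed genes reverted by more than 50%. Over all SSTF genes, whether or not they responded to lincomycin, the shares on the linear scale were 58.2% of 888 PIF-repressed and 4.7% of 838 PIF-induced genes, and on the log2 scale 53.8% and 12.3%.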

How the deposited data were processed for this re-analysis (not part of the article)

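RNA of 3-day-old dark-grown *Arabidopsis* seedlings was sequenced from WT and the *pifq* mutant, without or with lincomycin, in 3 biological replicates per group and 12 libraries in all. The authors purified mRNA, captured polyA-tailed 3′-end fragments, sequenced directional libraries, aligned the reads to the TAIR10 representative transcriptome with Bowtie with 1 mismatch allowed, and counted them on the 3′-end 500-bp region of the coding strand. The values that the authors deposited are raw counts per AGI locus and library, without normalization, for 33601 loci. The labels mention technical duplicate runs of each library, and the deposited counts hold 1 column per library. Every column was matched to its genotype, treatment and replicate number from the labels. Of the loci, 32835 had a match by locus tag in the gene table of the TAIR10.1 assembly, from which symbols were taken.

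Library totals were between 11495950 and 17612505 counts. Within a group, the counts of 2 libraries differed by a mean chi-square per gene between 6.71 and 29.4, so that no 2 columns were resequenced copies of 1 library, and their Spearman correlations across genes were between 0.982 and 0.987.

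Counts were compared with edgeR 4.0.16 in R 4.3.3. The main test was the quasi-likelihood test (glmQLFit and glmQLFTest) with TMM normalization and Benjamini-Hochberg adjustment, on the 6 libraries of the 2 groups compared, over genes with at least 5 CPM in at least 2 of them, as the paper's methods give the filter. The methods name edgeR, and leave open which of its tests and normalizations was used. SSTF genes changed at least 2-fold with an adjusted p of at most 0.01, as in the methods, and SS genes had an adjusted p of at most 0.05. The standard error of a log2 fold change is its size divided by the square root of the quasi-likelihood F. Comparisons were *pifq* dark with WT dark, WT dark linc with WT dark, *pifq* dark linc with *pifq* dark, with WT dark and with WT dark linc, and the interaction of genotype and lincomycin over all 12 libraries, where 14040 genes were tested at an adjusted p of at most 0.05. Reversion followed the formula of Supplementary Note 1 on group means of CPM of the library total. Confidence intervals of shares are Wilson intervals at 95%, which treat genes as independent and do not cover variation between libraries. Group medians of Gene-Set PIF-RS were compared with two-sided exact permutation tests, on log2(CPM + 1). A fold against a group whose libraries all held at most 3 counts was computed against 3 counts per library and is given as a lower bound.

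The genes of Gene-Set PIF-RS and the RS-regulated genes, with their PIF-binding and localization, were taken from the paper's Supplementary Data 1 to 3, and all 343 genes of Gene-Set PIF-RS have counts. The part of Supplementary Data 2 used here held all 1826 PIF-induced genes and 173 of the PIF-repressed genes, so the overlap with the paper's own PIF-repressed genes was not computed. The restriction to genes on the ATH1 array was not applied, since the list of its genes was not used here.

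The tests were tried on counts simulated from the means, library sizes and dispersions of the real data, with changes of 4-fold or 8-fold. With 100 random genes raised and 100 lowered, the main test recovered all of both and called no unchanged gene among the 13354 tested. With the 30 most abundant genes among those raised, it recovered all of both with 1 unchanged gene called among 13018 tested, whereas library totals recovered 93 of the 100 raised genes and called 1887 unchanged genes lower. The interaction test recovered 97 of 100 and 98 of 100 genes with 8 unchanged genes called among 13567. A true reversion of 80% was recovered with a median of 79.2% over 200 genes. These genes were drawn at random, so this did not test a shift of the library totals by abundant genes.

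The replicate numbers in the labels were taken as a possible pairing. Over all groups, the deviations from the group means had a mean correlation of 0.165 between same-numbered libraries of different groups (18 pairs) and of −0.086 between differently numbered libraries (36 pairs). By comparison it was 0.235 for *pifq* dark with WT dark, 0.253 for WT dark linc with WT dark, 0.425 for *pifq* dark linc with *pifq* dark, 0.132 for *pifq* dark linc with WT dark and −0.074 for *pifq* dark linc with WT dark linc, so results with the replicate number as a block are given beside those without it. Only *pifq* dark linc with *pifq* dark had a positive correlation in every pair (0.353 to 0.518).

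The design, the thresholds and most alternatives were set before the data were examined. These alternatives were RLE size factors, library totals without TMM, DESeq2 1.42.0, edgeR's exact test, all 12 libraries in the fit, the replicate block, no filter on low counts, an adjusted p of at most 0.05 for SSTF genes, leaving out genes over 1% of the counts in any library, and leaving out each replicate in turn. For reversion they were TMM-normalized CPM, the log2 scale, all SSTF genes, and separate *pifq* dark libraries for the calls and the reversion. For medians they were a pseudocount of 0.1, a filter on low counts and TMM. Shares of only the genes that passed the filter in a comparison, reversion on the log2 scale of TMM-normalized CPM, and the replicate block for named genes not called without it, were also chosen after the values were seen. Alternatives chosen after the data were seen were those for genes SS-induced or SS-repressed against the PIF effect, for genes SS-higher in *pifq* dark linc and for the shares on the RS lists, and library totals over genes under 0.1% of the counts, the exact test on library totals, reversion of genes called on library totals, and offsets for GC content and length.

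Genes are named by a rule set at the same time: the genes the paper names in relation to these pathways, and, for the lincomycin responses and for *pifq* dark against WT dark, the 3 genes with the largest log2 fold change in each direction among SSTF genes whose 2 groups do not overlap. Near-identical copies of named genes were searched with BLAST+ 2.17.0 over the last 500 nt of each gene's longest transcript, at 90% identity or more over at least 50 nt. Primers were matched to spliced transcripts of TAIR10.1, with coordinates counted from 1. Figures were drawn with matplotlib 3.10.9. The qRT-PCR, phenotype, protein and microarray experiments of the paper were not analysed here, nor was the list of GLK1-induced genes.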

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

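The tests of scaling, of low counts and of the selection of genes, and the counts at an unadjusted p, given in this part were chosen only after the result they test was seen.

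Between *pifq* and WT, 699 of 14040 genes responded differently to lincomycin (interaction of genotype and lincomycin, adjusted p at most 0.05). Of these, 527 had a lower (more negative) and 172 a higher response in *pifq*. The paper does not report this comparison. It was singled out because the difference between the groups' effects was itself tested. Of 100 relabellings of the libraries within replicate number, the real one included, 6 gave as many genes. In each of the other 5, the relabelled contrast followed the real genotypes in at least 10 of the 12 libraries, but 5 further relabellings that did so called 0 genes, with 2077 to 4416 genes at an unadjusted p under 0.05 against 2110 for the real one. Following the genotypes is therefore not enough to give as many genes. The 76 relabellings that followed genotype or lincomycin less closely gave at most 306 genes. The share of 6 in 100 does not exclude a grouping of the libraries by chance, but the 5 others as large carry much of the difference between the genotypes and are not groupings by chance alone, so this share cannot tell the count apart from chance in either direction. With the replicate number as a block (mean r of same-numbered libraries 0.165 over 18 pairs), 965 genes were called. Without genes over 1% of the counts in any library, 696 genes were called. Among the 7020 genes of highest mean level over the 12 libraries, 6.67% were called, against 4.98% of all, so low counts do not account for the calls. Offsets that remove each library's trend on GC content and length, for the 99.4% of genes with both, gave 713 genes. These trends explain little, with an r-squared of 0.0031 to 0.0234 per library, so the offsets had little to remove and hardly test such a bias. Leaving out each *pifq* dark library in turn gave 584, 676 and 671 genes, and over all 12 fits that left out 1 library the count ranged from 490, without *pifq* dark linc replicate 1, to 777, without WT dark replicate 2. The direction of the calls depends on the scaling: with library totals only, 85.1% of 1814 genes had a higher response in *pifq*, where TMM gave 24.6%. Library totals shift the median log2 difference of all genes to 0.33, against −0.01 with TMM, so the majority follows from which level is taken as unchanged. In the simulated counts library totals called unchanged genes where abundant genes rose and TMM did so for 1 gene, but most genes were unchanged there by construction. The counts hold no outside standard to settle this for the real libraries, so the overall direction cannot be told apart from their scaling.

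For PIF-repressed SSTF genes, the direction was the same with both scalings, with a median log2 difference of −0.67 with TMM and −0.47 with library totals. Over the upper 444 of these genes by mean level, the median log2 difference was −0.80. These genes were selected on the *pifq* dark libraries, and regression to the mean would lower them under lincomycin in *pifq*. Gene-Set PIF-RS, which was defined from other experiments, had a median log2 difference of −0.89, so selection does not account for the difference. A candidate explanation is that lincomycin represses these genes more where their level in the dark is higher, as in *pifq*. The 5 named light-harvesting genes and *CA1* were all higher in *pifq* dark. Of these, *LHCB1.4*, *LHCB2.4*, *LHCB1.2* and *CA1* fell more in *pifq* (interaction test, adjusted p at most 0.00270). *LHCB2.2* did not differ detectably, and *CAB1* fell less. Reads could have been split between near-identical 3′ ends on both sides, since *LHCB1.2* and *CAB1* have 4 such genes each, *LHCB1.4* 3 and *LHCB2.2* 1. *GUN5*, *GLK2* and *GLK1*, also higher in *pifq* dark, did not differ detectably, with log2 differences of −0.36, −0.34 and 0.37. *BBX16*, with at most 2 counts per WT dark library, fell more. This explanation was not tested on other data and stays a hypothesis.

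The paper does not report the comparison of *pifq* dark linc with WT dark linc, in which 509 genes were SSTF higher and 592 SSTF lower in *pifq*, out of 13557 tested. These counts were singled out as a signal in a comparison the paper did not make. For each of them, 1 of the 4 splits of the 6 libraries that part all same-numbered pairs, the real one, gave as many genes, and 4 splits cannot give a share under 0.05. In the 9 other splits 0 genes were called, and 36 to 748 genes had an unadjusted p under 0.05, against 6067 in the real split. Without genes over 1% of the counts in any library, 1111 genes were SSTF in either direction, and with the same offsets for GC content and length, which remove little, 1116, against 1101. Of the 888 PIF-repressed SSTF genes, 654 (73.6%, and 81.4% of the 803 tested) were SS-higher in *pifq* dark linc than in WT dark linc and 4 were SS-lower, a comparison that shares no library with the comparison that selected them. On library totals, 77.5% of 525 genes were SS-higher. These tests are consistent with an effect of the *pifq* mutations on these genes that lincomycin does not remove, a hypothesis found and tested on the same data. The share of the 4 splits alone cannot tell the counts apart from a grouping by chance. The 9 other splits mix the 2 groups, so a real difference between the groups would itself keep their counts low. Groups did not overlap for 45.7% of genes, where chance gives 10% on average, but this share was not computed for the other splits. Neither result settles the question.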

How the results depend on the processing

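In all, 70 results were recomputed under the alternatives. For some of them the alternatives were added after the data were seen: the SS-induced PIF-repressed and SS-repressed PIF-induced genes, the genes SS-higher in *pifq* dark linc, and the shares on the RS lists. The named gene comparisons counted here are 38 with an adjusted p of at most 0.05 in the main test. None reversed, and 35 kept their direction and their side of 0.05 under every alternative that gave them a value. The 2-fold of SSTF genes was not part of this count. Those that did not were *PIF4* and *GUN1* in *pifq* dark against WT dark and *PP2A* under lincomycin in *pifq*. Their log2 fold changes ranged from 0.25 to 0.77, from 0.23 to 0.69 and from 0.36 to 0.77. Comparisons above an adjusted p of 0.05 in the main test were not counted. Among them, *GUN1* under lincomycin in *pifq*, and *PP2A* and *LHCB1.4* under lincomycin in WT, fell below 0.05 with the replicate block. RLE size factors, DESeq2, edgeR's exact test with TMM, all 12 libraries in the fit and an adjusted p of at most 0.05 for SSTF genes left every count within 1.5 times its main value.

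With library totals only, without TMM, there were 525 PIF-repressed and 1744 PIF-induced SSTF genes, 385 and 563 SSTF genes repressed and induced by lincomycin in *pifq*, 358 and 752 PIF-repressed and PIF-induced reversed genes, and 1814 genes whose response differed between *pifq* and WT. Of the PIF-induced SSTF genes, 8 were SS-repressed by lincomycin, and 277 and 407 PIF-repressed SSTF genes were SS-higher in *pifq* dark linc than in WT dark and in WT dark linc. The shares of lincomycin-regulated genes in *pifq* on the RS lists became 71.4% (repressed) and 31.8% (induced). edgeR's exact test on library totals, chosen after the data were seen, gave 526, 1760, 387, 573, 363 and 784 for the first 6 of these counts. With calls on library totals, 93.0% and 75.7% of PIF-repressed reversed genes reverted by more than 50% and 75%. The part of this that follows from abundant genes is tested among the other observations.

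Without a filter on low counts, there were 1267 PIF-induced SSTF genes, 213 and 132 SSTF genes repressed and induced by lincomycin in WT, 287 induced in *pifq*, 1275 higher and 1462 lower in *pifq* dark linc than in WT dark, and 869 and 930 higher and lower than in WT dark linc. Then 47 PIF-repressed SSTF genes were SS-induced, 37 PIF-induced SSTF genes SS-repressed, and 760 PIF-repressed SSTF genes SS-higher in *pifq* dark linc than in WT dark. The shares on the RS lists were 52.6% and 55.8% for genes repressed in WT and *pifq* and 44.7% for genes induced in WT. The cause was not tested.

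With the replicate number as a block, 222 PIF-induced SSTF genes were SS-induced and 36 SS-repressed by lincomycin in *pifq*, and 49 PIF-repressed SSTF genes were SS-induced. The shares of reversion became 72.1%, 56.6% and 16.7% (PIF-repressed above 50% and 75%, PIF-induced above 50%). Between *pifq* dark linc and WT dark linc, where same-numbered libraries had a mean r of −0.074, the block gave 504 and 591 SSTF genes, and it gave 965 genes for the interaction. The cause of these changes was not tested.

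TMM-normalized CPM gave reversion shares of 89.8% and 69.1% for PIF-repressed genes, and medians of Gene-Set PIF-RS of 1.60 (*pifq* dark minus WT dark) and −1.58 (*pifq* dark linc minus *pifq* dark). On the log2 scale the reversion shares were 72.8%, 51.9% and 57.0%, and over all SSTF genes 58.2%, 45.6% and 4.7%.

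Across the fits that each left out 1 replicate, SSTF genes induced by lincomycin in WT ranged from 44 to 99, PIF-induced SSTF genes SS-repressed by lincomycin from 9 to 23, and PIF-repressed SSTF genes SS-induced from 19 to 37. The share of PIF-repressed reversed genes ranged from 74.9% to 86.9% (above 50%) and from 57.2% to 68.8% (above 75%), that of PIF-induced reversed genes above 50% from 21.9% to 38.9%, and that of genes repressed in WT on the RS-downregulated list from 53.8% to 81.1%. *PIF4* missed an adjusted p of 0.05 in 2 of its 6 such fits, and *PP2A* in 2 of its 6. *LHCB1.4* and *CAB1*, which are themselves over 1% of the counts in a library, have no value where such genes were left out, and *EMB2729* has none in 2 fits where it fell below the filter. Depth limits the folds of *BBX16*, *bbx23*, *ELIP1*, *RD20*, AT1G66100 and AT1G30170 to lower bounds.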

Differences from the paper's values

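Values are compared with those the paper's text and Supplementary Data 3 state, 26 in all. An alternative is said to close a gap where its value lies within 1.5 times the paper's, or for *GLK1* within 1 standard error, which does not make it equal. The alternatives were set before the data were examined, except the exact test on library totals and those for genes SS-induced or SS-repressed against the PIF effect.

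PIF-repressed SSTF genes numbered 888 against the paper's 521. Library totals only, without TMM, gave 525, and the other 14 alternatives did not close the gap. PIF-induced SSTF genes numbered 838 against the paper's 1826. Library totals gave 1744, no filter on low counts gave 1267, which is within 1.5 times but far short of it, and the other 13 did not close the gap. edgeR's exact test on library totals, chosen after seeing the values, gave 526 and 1760.

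SSTF genes repressed by lincomycin in *pifq* numbered 596 against the paper's 384. Library totals gave 385, and leaving out *pifq* dark linc replicate 1, *pifq* dark linc replicate 2 or *pifq* dark replicate 3 gave 542, 565 or 518, which fall within 1.5 times of 384 but lie nearer to 596, and the other 11 did not close the gap. SSTF genes induced by lincomycin in *pifq* numbered 183 against the paper's 581, and only library totals, with 563, closed the gap. The exact test on library totals, chosen after seeing the values, gave 387 and 573.

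PIF-repressed SSTF genes SS-repressed by lincomycin in *pifq* numbered 657 against the paper's 354, and only library totals, with 358, closed the gap. Of the PIF-repressed SSTF genes, 3.5% were SS-induced by lincomycin against the paper's 7.29%, with 7.4% with library totals and 5.5% with the replicate block. Those that did not respond numbered 200 against the paper's 129, and library totals gave 128, the replicate block 122, edgeR's exact test 185 and leaving out WT dark replicate 1 gave 171.

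PIF-induced SSTF genes SS-induced by lincomycin in *pifq* numbered 128 against the paper's 793, or 15.3% against the paper's 43.4%. Among the alternatives, only library totals, with 752 and 43.1%, closed the gap. SS-repressed were 1.9% against the paper's 0.76%, and none of the 14 alternatives came within 1.5 times of it. The exact test on library totals, chosen after seeing the values, gave 363 PIF-repressed and 784 PIF-induced reversed genes.

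The log2 fold change of *GLK1* under lincomycin in *pifq* was −1.35 against the paper's −1.01, and library totals gave −1.02 and leaving out *pifq* dark replicate 3 gave −1.13.

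The paper reports more PIF-induced than PIF-repressed SSTF genes, and more SSTF genes induced than repressed by lincomycin in *pifq*. With TMM, 51.4% of the SSTF genes were higher in *pifq* dark, and 23.5% of the SSTF genes in *pifq* were induced by lincomycin. Library totals gave the paper's order in both.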

Other observations

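The tests of *PIF4*, of reversion on the log2 scale of TMM-normalized CPM, of *GUN1* and *PP2A* with library totals over genes under 0.1% of the counts, and the counts at an unadjusted p, in this part were chosen only after the results they test were seen.

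The split of SSTF genes between *pifq* dark and WT dark moved from 51.4% higher with TMM to 23.1% higher with library totals. The 243 genes over 0.1% of the counts in any library took 43.5% to 45.1% of the counts in the 3 *pifq* dark libraries and 32.5% to 34.5% in the 3 WT dark libraries. With library totals taken over the other genes, 769 genes were SSTF higher and 1014 lower, or 43.1% higher, and the median log2 fold change was −0.11. This is nearer to the TMM value, and is consistent with abundant PIF-repressed genes, which fill a larger share of the *pifq* dark counts, lowering the other genes when library totals are used. Counts give shares of the RNA only, so a difference in total mRNA per seedling between the genotypes was not tested, and no biological explanation of the split was tested.

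Reversion above 50% was 53.7 percentage points more frequent among PIF-repressed than among PIF-induced reversed genes. On the log2 scale the gap was 15.8 points, so part of it cannot be told apart from an effect of the linear scale of the formula. How much depends on the normalization, since with TMM-normalized CPM on the log2 scale 80.2% of PIF-repressed and 38.3% of PIF-induced reversed genes reverted by more than 50%. With calls from 2 *pifq* dark libraries and reversion from the remaining library, the gap was 51.2 points, with TMM-normalized CPM 67.9 points, and over all SSTF genes 53.5 points. Regression to the mean through the *pifq* dark libraries, library composition and the selection of responding genes therefore do not account for it. The WT dark and *pifq* dark linc libraries still served both the calls and the reversion. Regression to the mean through these libraries was not tested. Over all SSTF genes on the log2 scale of TMM-normalized counts, 59.6% of PIF-repressed and 7.3% of PIF-induced genes reverted by more than 50%, with median reversions of 63.9% and 10.4%.

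Each count of SSTF or SS genes, in each direction, was compared with other splits of its 6 libraries. In all 15 of these counts (SSTF genes in the 5 comparisons, and the joint counts for PIF-repressed and PIF-induced SSTF genes and Gene-Set PIF-RS), 1 of the 4 splits that part all same-numbered pairs, the real one, gave as many genes. In the 9 other splits of each comparison 0 SSTF genes were called, with 11 to 2811 genes at an unadjusted p under 0.05. With 4 splits the share cannot fall under 0.05, so the share alone cannot tell these counts apart from a grouping by chance and says nothing for or against it. The share of genes whose 2 groups do not overlap was 23.2% (lincomycin in WT) to 55.3% (*pifq* dark linc against WT dark), where chance gives 10% on average. This share was not computed for the other splits, so its spread under chance is unknown and it does not settle the question. At an unadjusted p under 0.05, the highest count among the 9 other splits was 1899 (6605 in the real split) for *pifq* dark against WT dark, 770 (4727) for lincomycin in *pifq*, and 2811 (2867) for lincomycin in WT, where the split stands out least.

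*PP2A* (AT1G13320), which the paper uses to normalize its qRT-PCR values, rose under lincomycin in *pifq* by 0.44 on the log2 scale (standard error 0.12, adjusted p = 0.0160 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with no overlap between the libraries, and over the alternatives the adjusted p ranged from 0.000190 to 0.0715. With library totals only the rise was 0.77, but these raise the median of all genes by 0.33, so this value does not test *PP2A* itself. Library totals over the genes under 0.1% of the counts, with a median of 0.07 over all genes, gave 0.51 (adjusted p = 0.00428). In WT the rise of 0.34 had an adjusted p of 0.141, and with the replicate number as a block 0.0385, and the responses did not differ detectably (difference of 0.11, adjusted p = 0.865).

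*PIF4* reads were not lower in *pifq* dark, although *pifq* carries a mutation in this gene. Reads from a near-identical 3′ end are not the source, since 0 other genes share at least 90% identity over 50 nt with it. Reads on the 3′ end do not show where a transcript starts, and no biological explanation was tested. The log2 fold change of *GUN1* in *pifq* dark had an adjusted p of 0.241 with library totals only, which move the median of all genes to −0.37, and the other 13 alternatives kept its SS call. Library totals over the genes under 0.1% of the counts gave 0.50 (adjusted p = 0.0230), so among these settings the call is lost only with abundant genes in the totals, and the scaling may account for part of the size of the difference. *ABI4* (AT2G40220) had no count in any library. *HY5* (AT5G11260) was lower in *pifq* dark than in WT dark by a log2 fold change of −1.32 (standard error 0.18, adjusted p = 0.000122), and *COP1* (AT2G32950) did not differ detectably (log2 fold change −0.23, adjusted p = 0.220).

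Transcripts encoded in the plastid took 0.154% ± 0.0154 of the counts in WT dark (SD, n = 3), 0.0777% ± 0.0222 in WT dark linc, 0.239% ± 0.0454 in *pifq* dark and 0.0978% ± 0.0241 in *pifq* dark linc, in libraries selected for polyA tails. The fall with lincomycin was −0.98 on the log2 scale in WT and −1.29 in *pifq* (exact permutation tests, p = 0.1 each, the smallest that 3 libraries against 3 allow). Without the plastid locus with the most counts, it was −0.59 and −0.54, and the libraries then overlapped: 0.0470% to 0.0900% in WT dark, 0.0317% to 0.0513% in WT dark linc, 0.0515% to 0.133% in *pifq* dark and 0.0605% to 0.0903% in *pifq* dark linc. The libraries with and without lincomycin are therefore separated only with that locus included. Mitochondrion-encoded transcripts took 0.653% ± 0.0951 of the counts in WT dark and 0.234% ± 0.0617 in *pifq* dark, a log2 ratio of −1.48 (exact permutation test, p = 0.1), which was −1.36 without the mitochondrial locus with the most counts. Capture of transcripts without long polyA tails was not tested, and neither pattern can be told apart from it.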
